# Topoisomerase 1 Regulates Gene Expression in Neurons through Cleavage Complex-Dependent and -Independent Mechanisms

**DOI:** 10.1371/journal.pone.0156439

**Published:** 2016-05-27

**Authors:** Angela M. Mabb, Jeremy M. Simon, Ian F. King, Hyeong-Min Lee, Lin-Kun An, Benjamin D. Philpot, Mark J. Zylka

## Abstract

Topoisomerase 1 (TOP1) inhibitors, including camptothecin and topotecan, covalently trap TOP1 on DNA, creating cleavage complexes (cc’s) that must be resolved before gene transcription and DNA replication can proceed. We previously found that topotecan reduces the expression of long (>100 kb) genes and unsilences the paternal allele of *Ube3a* in neurons. Here, we sought to evaluate overlap between TOP1cc-dependent and -independent gene regulation in neurons. To do this, we utilized *Top1* conditional knockout mice, *Top1* knockdown, the CRISPR-Cas9 system to delete *Top1*, TOP1 catalytic inhibitors that do not generate TOP1cc’s, and a TOP1 mutation (T718A) that stabilizes TOP1cc’s. We found that topotecan treatment significantly alters the expression of many more genes, including long neuronal genes, immediate early genes, and paternal *Ube3a*, when compared to *Top1* deletion. Our data show that topotecan has a stronger effect on neuronal transcription than *Top1* deletion, and identifies TOP1cc-dependent and -independent contributions to gene expression.

## Introduction

Topoisomerases are enzymes that resolve DNA supercoils by creating transient single (Type I topoisomerases) or double (Type II topoisomerases) strand breaks [1,2]. These enzymes facilitate DNA replication, chromosomal segregation, DNA repair, and gene transcription [3]. In postmitotic cells, topoisomerases predominantly regulate gene transcription and DNA repair [4]. Topoisomerase I (TOP1) relieves DNA supercoiling ahead of RNA polymerase to facilitate transcription elongation [5–7]. Although the roles of topoisomerases in dividing cells have been studied extensively, much less is known about their functions in neurons.

Long noncoding RNAs (lncRNA) can act as transcriptional activators or repressors in postmitotic neurons and other cell types [8,9]. *Ube3a* antisense (*Ube3a-ATS*) is an extremely long lncRNA (> 1 Mb) and is expressed exclusively from the paternal allele in most neurons during development and throughout adulthood. Paternal expression of *Ube3a-ATS* silences the paternal copy of *Ube3a* via a transcriptional collision mechanism [10–12].

We previously found that TOP1 and TOP2 inhibitors unsilence the paternal allele of *Ube3a* in postmitotic neurons by reducing expression of *Ube3a-ATS* [13]. Mutations that reduce or increase UBE3A function are linked to Angelman syndrome (AS) and autism, respectively [14–21]. In addition to downregulating *Ube3a-ATS*, TOP1 and TOP2 inhibitors also downregulate the expression of other long (generally >100 kb) genes in neurons, many of which are associated with neurotransmission and synaptic function [22]. Consistent with reduced expression of long synaptic genes, inhibition of TOP1 with topotecan disrupts excitatory and inhibitory synaptic transmission in cortical neuron cultures, an effect that is reversible following inhibitor washout [23]. TOP1 inhibitors also reduce expression of long genes in non-neuronal cell types [24,25].

Topotecan binds at the interface between TOP1 and DNA, creating a TOP1-DNA enzyme intermediate known as a TOP1 cleavage complex (TOP1cc) [26]. Given this unique mechanism of inhibition, we sought to determine the extent to which TOP1 and TOP1cc formation contribute to neuronal gene expression and *Ube3a* regulation. To answer these questions, we generated a *Top1* conditional knockout mouse to genetically delete *Top1* from cultured neurons. We also utilized the CRISPR-Cas9 system to delete *Top1*, used short hairpin (sh)RNAs to knock-down *Top1*, compared TOP1 catalytic inhibitors that do not generate TOP1cc’s to topotecan, and utilized a TOP1 (T718A) mutation that stabilizes TOP1cc’s. Surprisingly, we found that topotecan affected the expression of many more genes when compared to deletion of *Top1*—the molecular target of topotecan. Taken together, our findings reveal TOP1cc-dependent and -independent control of gene expression and *Ube3a* regulation in neurons. Our findings also have implications for cancer therapies that target TOP1 via these distinct mechanisms.

## Materials and Methods

Knockout first ES cells targeting the *Top1* gene were acquired from the KOMP Repository Knockout Mouse Project (Project ID: CSD36970, *Top1*^*tm1a(KOMP)Wtsi*^). ES cells were microinjected into albino C57BL/6 blastocysts by the UNC Animal Models Core Facility. Two chimeric lines were bred for germline transmission. Successful germline transmitted mice were then crossed to a *FLP1* recombinase deleter mouse B6.Cg-Tg(ACTFLPe)9205Dym/J (Jackson Laboratory) to excise the *lacZ/neomycin* cassette (removal confirmed by PCR), then backcrossed further to C57Bl/6 mice to remove the Flp transgene. To distinguish genotypes for *Top1* cKO mice, the following primers flanking the LoxP site and within the *Top1* gene were used: geno 2, 5’-GAGTTTCAGGACAGCCAGGA-3’ and geno 3, 5’-GGACCGGGAAAAGTCTAAGC-3’.

### Neuronal Cultures

Embryonic day E13.5–15.5 mouse cortical neuron cultures were prepared by cervical dislocation of adult C57BL6/J wild-type females as described [13]. Animals were kept on a 12-hour light-dark cycle and given *ad libitum* access to food and water. All experimental animal procedures were carried out according to the NIH *Guide for the Care and Use of Laboratory Animals* and were approved by the Institutional Animal Care and Use Committee at the University of North Carolina at Chapel Hill. For immunostaining, dissociated neurons were plated in 24-well dishes containing poly-D-lysine (0.1 mg/ml) coated 12 mm coverslips at a density of 2.5 x 10^5^ cells/well. For biochemistry, dissociated neurons were seeded on poly-D-lysine coated 12-well dishes at a density of 5 x 10^5^ cells/well.

### Western Blotting

Lentiviruses harboring pLenti-CaMKIIα-tdTomato and pLenti-CamKIIα-tdTomato-P2A-CRE based vectors were prepared by the UNC Lentiviral Core. Lentiviral *Top1* shRNA was generated as previously described [22]. Briefly, cortical neurons were transduced at DIV 3 with lentivirus at a multiplicity of infection of at least two to maximize the number of transduced cells (around 85–90% transduction efficiency). Media containing lentivirus was removed 24 hours later and replaced with conditioned media. The CaMKIIα promoter limited tdTomato expression to neurons and was detectable without antibody amplification 3–4 days post transduction. Neurons were then treated at DIV 15 with vehicle (0.003% DMSO, Neurobasal medium) or 300 nM topotecan (Molcan Corporation; in 0.003% DMSO, Neurobasal medium) and harvested 3 days later.

For western blot experiments, cells were harvested and lysed in RIPA buffer (50 mM Tris-HCl, 150 mM NaCl, 0.5% sodium deoxycholate, 1% Triton X-100, and 0.1% SDS, pH 7.4) with 1 mM DTT, 1 μg/mL aprotinin, 2 μg/mL leupeptin, and 0.1 mM PMSF. Total protein (25–40 μg) was run on a 4–15% gradient SDS-PAGE gel (Bio-RAD). Proteins were then transferred to nitrocellulose membrane, blocked overnight in Odyssey Blocking Buffer (LI-COR), and immunoblotted overnight using the following antibodies: rabbit anti-UBE3A (1:1,000; Bethyl Laboratories, A300-352A), mouse anti-UBE3A (1:1,000; BD Biosciences), mouse anti-NLGN1 (1:500; Synaptic Systems, 129 111), mouse anti-NRXN1 (1:500; BD Biosciences, 611882), mouse anti-CNTNAP2 (1:1,000; NeuroMab, 75–075), mouse anti-β-actin (1:5,000; Millipore, MAB1501R), rabbit anti-TOP1 (1:10,000; GeneTex, GTX63013), or mouse anti-TOP1 (1:250; Santa Cruz, sc-271285). The GeneTex rabbit monoclonal antibody was raised against the N-terminus of human TOP1. The Santa Cruz mouse monoclonal antibody was raised against the C-terminus (amino acids 685–765) of human TOP1. Both antibodies are predicted to react with mouse TOP1. Membranes were washed three times with water at room temperature and the appropriate IRDye secondary antibodies (Li-COR) were added at a dilution of 1:15,000–1:20,000 for 1 hour at room temperature. Blots were then washed two times in Tris-buffered saline containing 0.1% Tween-20 and two times with water. Membranes were dried in the dark and imaged using the ODYSSEY CLx Infrared Imaging System (LI-COR). Equivalent amounts of protein per sample were loaded and loading controls were used to ensure equivalent loading between samples. Experiments were performed on a minimum of three independent culture sets.

### Immunocytochemistry

Neurons were fixed for 20 min in cold phosphate buffered saline (PBS) containing 4% paraformaldehyde and 4% sucrose. Cells were permeabilized with 0.1% Triton X-100 in PBS for 15 min at room temperature and blocked in 10% normal goat serum (NGS) for 1 h at 37°C [27]. Neurons were then incubated with 1:1,000 mouse anti-UBE3A (Sigma, clone #330) and 1:1,000 rabbit anti-TOP1 (Genetex) in 3% NGS overnight at 4°C. Cells were washed three times with 3% NGS in PBS and incubated with a 1:1,000 dilution of Alexa dye-conjugated secondary antibodies (Invitrogen) and 1:10,000 dilution of DAPI (ThermoFisher Scientific) in 3% NGS in PBS in the dark for 1 hour at room temperature. Cells were then washed three times with PBS and mounted on slides using FluoroGel mounting media (Electron Microscopy Sciences). To detect TOP1 DNA covalent complexes, we utilized an antibody that specifically recognizes TOP1-DNA covalent complexes [27]. Briefly, neurons were fixed as stated above, permeabilized in 0.25% Triton X-100 in PBS for 15 min at room temperature, washed 3 times in 0.1% Triton X-100, and then blocked in 10% NGS in PBS for 1 h at 37°C. Neurons were incubated with 1:1,500 dilution of mouse anti-TOP1-DNA covalent complex antibody (Millipore, clone 1.1A) in 3% NGS in PBS overnight at 4°C.

Images were acquired using a Zeiss LSM 710 upright microscope with a 20X/0.8 NA objective. Images were acquired with identical settings (gain, contrast, pinhole) for UBE3A, TOP1, and TOP1 DNA covalent complexes. Treatment and transfected conditions were interleaved during each imaging session. The intensity of UBE3A, TOP1, and TOP1 DNA covalent complexes was quantified from maximum intensity projections in FIJI following thresholding at least 2 standard deviations above background. For the CRISPR-Cas9 *Ube3a* unsilencing experiments, regions of interest (ROIs) were identified by outlining the soma of tdTomato positive neurons manually. ROIs were then transposed on both the UBE3A and TOP1 channel to measure the integrated density. Note that for the *Top1* CrispR-Cas9 experiments, we excluded cells where TOP1 was not deleted, and average TOP1 integrated density was at or above the average TOP1 intensity in untransfected neurons. For experiments using *AS*::*Top1*^*fl/fl*^ neuron cultures, ROIs were selected automatically in FIJI. Briefly, DAPI images were thresholded and nuclei were separated using the Watershed Tool. ROIs were then outlined using the Analyze Particles tool with a setting size of 8 μm to infinity. The integrated density of each ROI was then transposed to a thresholded (two standard deviations above background) UBE3A channel where the integrated density was measured. ROIs were then transposed onto the GFP channel to identify transfected and untransfected neurons.

### Cloning

To generate the pLenti-CamKIIα-tdTomato and pLenti-CamKIIα-tdTomato-P2A-CRE constructs, tdTomato and tdTomato-P2A-CRE fragments were PCR cloned into the pLenti-CamKIIα-ChR2-mCherry vector (http://www.everyvector.com/sequences/show/20437). Briefly, ChR2-mCherry was excised and replaced with tdTomato or td-Tomato-P2A-CRE using *AgeI* and *BsrGI* sites for tdTomato and BamHI and EcoRI sites for tdTomato-P2A-CRE. Human GFP-TOP1 was PCR cloned into the the pLenti-CamKIIα-ChR2-mCherry vector (modified from Karl Deisseroth’s laboratory) using *AgeI* and *EcoRI* restriction sites. The PCR template for human TOP1 was a kind gift from Stefan Weger from the Intitut fur Virologie in Berlin, Germany. The GFP-TOP1 cleavable complex mimetic (T718A) was created using site directed mutagenesis using the following primer sets: 5’-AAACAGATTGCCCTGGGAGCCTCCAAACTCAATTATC-3’ and 5’-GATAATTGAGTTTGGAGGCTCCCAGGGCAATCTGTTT-3’. CRISPR-Cas9 targeting of *Top1* was accomplished by annealing *Top1* sgRNAs into the lentiCRISPR v1 vector backbone (Addgene) using the suggested cloning strategy (http://www.genome-engineering.org/crispr/?page_id=23). A total of four *Top1* sgRNA targets were designed using the E-CRISP design tool (http://www.e-crisp.org/E-CRISP/). The following primer sets were used to clone into the lentiCRISPR v1 backbone: **Clone #1:** 5’-CACCGCCGGGGCTTTTCCGAGGCCG-3’ and 5’-AAACCGGCCTCGGAAAAGCCCCGGC-3’ **Clone #2:** 5’-CACCGATCGGAAATCCGCTTCGATC-3’ and 5’-AAACGATCGAAGCGGATTTCCGATC-3’ **Clone #3:** 5’-CACCGTCGGAAATCCGCTTCGATCT-3’ and 5’-AAACAGATCGAAGCGGATTTCCGAC-3’ **Clone #4:** 5’-CACCGAGATCGAGAACACCGGCATA-3’ and 5’-AAACTATGCCGGTGTTCTCGATCTC-3’. Each individual clone was tested for *Top1* loss by immunostaining for TOP1 protein in neurons. Clone #1 and #4 were deemed the most efficient; clone #4 was used for subsequent experiments.

### RNA-seq

*Top1*^*fl/fl*^ neurons were infected with either tdTomato or tdTomato-P2A-CRE lentivirus and treated as stated above. RNA was isolated with the RNeasy plus mini kit (Cat. #74134, Qiagen). RNA yield and quality was determined with a Nanodrop 1000 Spectrophotometer (Thermo Scientific). Samples were further assessed for quality using either an Agilent Bioanalyzer 2100 or TapeStation 2200 to obtain a RNA integrity number (RIN). RIN values exceeding 7 were used for sequencing. RNA samples were used to generate and barcode cDNA libraries using the TruSeq RNA Library Preparation Kit at the UNC High Throughput Sequencing Facility. Pools of 24 multiplexed samples were sequenced per lane in a HiSeq 2500 sequencer using 50 bp paired-end reads.

### RNA-Seq Data Processing

RNA-seq reads were filtered using TagDust and aligned to the reference mouse genome (mm9) with TopHat using default parameters. Reads aligning to rRNA genes were removed. Transcript abundance was estimated by computing RPKM using RefSeq gene models aggregated by gene symbol. For differential expression analyses, raw counts over RefSeq exons were used and compared across samples using EdgeR. RNA-seq data were deposited in the GEO database (accession no. GSE79951).

### Synthesis of TOP1 Catalytic Inhibitors

TOP1 catalytic inhibitors were synthesized and characterized as described [28–30].

## Results

### TOP1-Dependent Control of Neuronal Genes

The TOP1 inhibitor topotecan suppresses expression of long genes and unsilences the paternal copy of *Ube3a* in neurons [13,22]. To determine if these transcriptional effects could be recapitulated by deletion of *Top1*, we generated a *Top1* conditional knockout mouse (cKO), as homozygous deletion of *Top1* is embryonic lethal with failure occurring between the 4 and 16-cell stages [31]. The *Top1* cKO allele contains two LoxP sites flanking exon 3 (Fig 1A) such that Cre-mediated excision is predicted to facilitate nonsense-mediated decay of *Top1* mRNA and thus disrupt TOP1 protein levels. To confirm that *Top1* can be deleted in these mice, we created tdTomato (control) and CRE-dependent lentiviral constructs driven by the neuron-specific CamKIIα promoter (Fig 1B). Transfection of CRE, but not tdTomato, reduced TOP1 protein levels in *Top1* cKO neurons (Fig 1B). Infection of *Top1*^*fl/fl*^ cultured neurons with tdTomato or CRE lentivirus resulted in a transduction efficiency ranging from 85–90% (data not shown). TOP1 levels were maximally decreased 7 days post infection with CRE compared to tdTomato control neurons (Fig 1C). Additionally, no lower molecular weight TOP1-reactive bands were detected, indicating that truncated products of TOP1 are not generated in neuronal cultures from *Top1* cKO mice (S1A Fig). The residual levels of TOP1 most likely originate from uninfected neurons and/or non-neuronal cells in the cultures.

**Fig 1:**
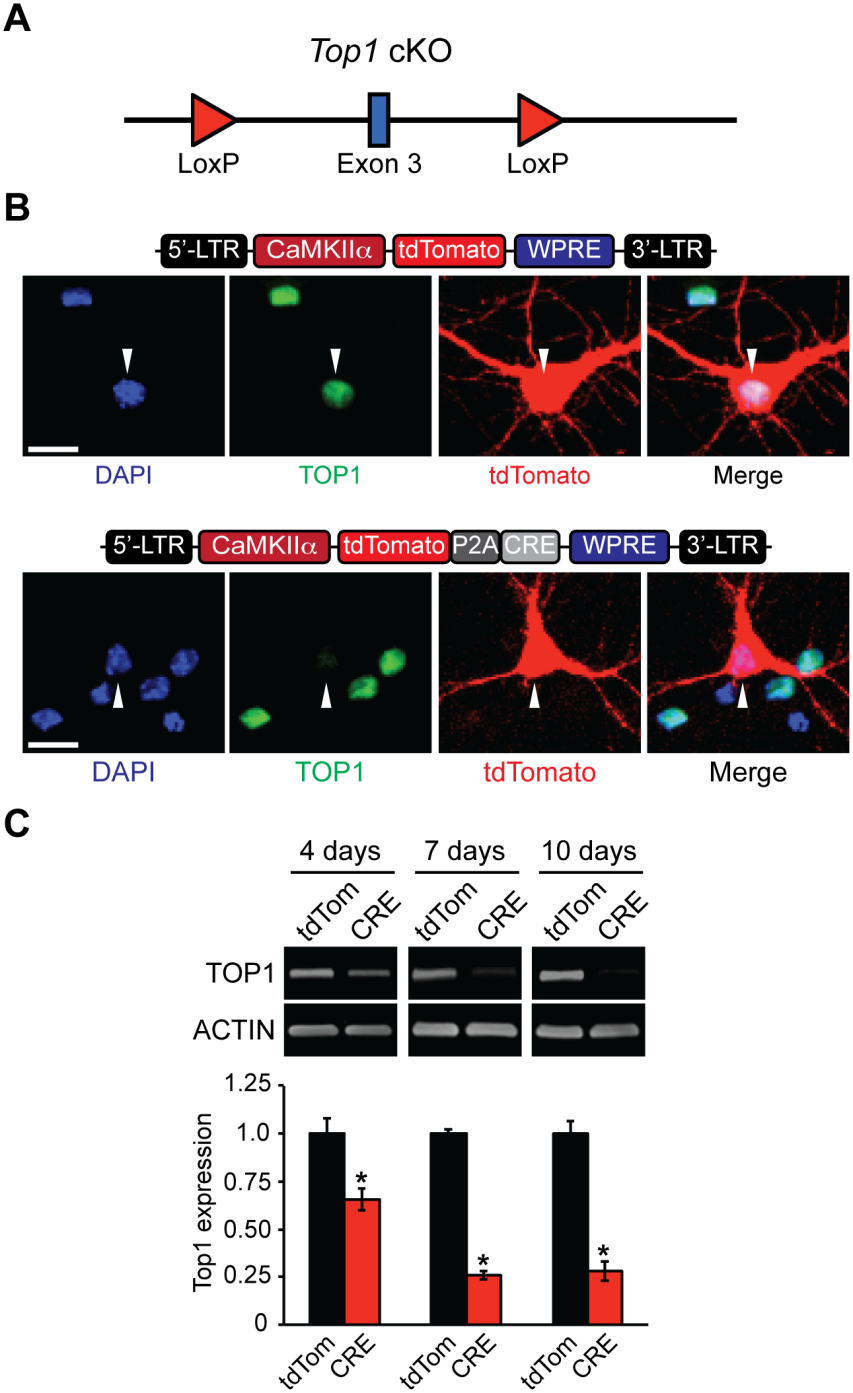
Generation and validation of *Top1* cKO mouse. (A) Schematic of the *Top1* cKO allele. LoxP sites flank *exon 3*. (B) Schematic of tdTomato (top) and tdTomato-P2A-CRE lentiviral plasmids (bottom). *Top1*^*fl/fl*^ neurons were transfected with tdTomato or tdTomato-P2A-CRE plasmids. Neurons were fixed and immunostained with an anti-TOP1 antibody. Scale bar, 10 μm. (C) Cortical neurons were infected with tdTomato or tdTomato-P2A-CRE lentivirus at DIV 3 and then were harvested at DIV 7, DIV 10, and DIV 13. Representative immunoblots and quantification of TOP1 protein expression normalized to ACTIN (bottom). Mean ± s.e.m., unpaired student’s t-test; * p < 0.05, n = 3 cultures.

To determine how *Top1* deletion affects neuronal gene expression relative to topotecan, we infected *Top1*^*fl/fl*^ cortical neuron cultures with tdTomato control (WT) or CRE (*Top1* cKO) and measured changes in transcript levels via RNA-seq in cells treated with vehicle (Veh) or topotecan (Topot) (Fig 2A). 

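The RNA-seq experiment comprised 12 cultures, 3 in each of 4 groups. Cultures were infected at 3 days in vitro (DIV) with a lentivirus that expresses the red fluorescent protein tdTomato from the CaMKIIα promoter, or with one that also expresses CRE, the recombinase that removes the floxed exon of Top1. Topotecan (300 nM) or vehicle (0.003% DMSO) was added at DIV 15 for 72 h, and the cells were harvested at DIV 18. Topotecan binds TOP1 while the enzyme is attached to a DNA strand it has cut and holds it there, as the TOP1 cleavage complex (TOP1cc). The authors filtered the paired-end reads with TagDust, aligned them to the mm9 assembly of the mouse genome with TopHat, removed reads on rRNA genes and deposited raw counts over RefSeq exons for each gene symbol, without normalization. The counts per library ranged from 1730164 to 3425571 (median 2421276) in WT-Veh, from 2162811 to 3493909 (median 2846387) in WT-Topot, from 1991007 to 4583777 (median 2578290) in Top1 cKO-Veh and from 2250132 to 3099311 (median 2508257) in Top1 cKO-Topot. Top1, the targeted gene, had 117 to 164 CPM in the 6 tdTomato libraries and 27.1 to 44.0 CPM in the 6 CRE libraries, so each library carried the Top1 level of its label. Counts were scaled by edgeR's TMM normalization, and each pair of groups was compared on its 6 libraries with edgeR's quasi-likelihood test, with Benjamini-Hochberg adjustment over all 23893 genes of the table and the FDR of 0.01 that Fig 2C and 2D use. The paper's text names edgeR but not which of its tests. Libraries that share a replicate number deviated together from their group means, so a fit with the replicate number as a block is given beside a result wherever it changes the call. On simulated counts for the same genes, the test without the block recovered 140 of 200 changed genes, and 79 of 200 once effects of the replicate number were simulated as well. Gene lengths and coordinates are those of the GENCODE vM1 annotation on NCBIM37, the assembly that mm9 names.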

As expected, topotecan-treated WT cells (WT-Topot) exhibited global reductions in the expression of long genes compared to vehicle-treated WT cells (WT-Veh). 

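For each library, the median log2(CPM + 1) of the 2017 genes longer than 100 kb was compared with that of the 11317 genes of 100 kb or less, among genes with a mean of at least 1 CPM. This difference, termed the long gene shift, was 0.71 ± 0.124 (SD, n = 3 cultures) in WT-Veh cells and 0.00 ± 0.179 (SD, n = 3) in WT-Topot cells. It thus fell by 0.71 with topotecan, more than the larger SD, and each WT-Topot library lay below each WT-Veh library (exact permutation test, two-sided, p = 0.1, the smallest p that 3 libraries against 3 allow). The log2 fold change was negative for 76.5% of the genes over 100 kb and for 42.4% of the others. The 200 longest genes, with a median length of 678.5 kb, had a mean log2 fold change of −1.99 ± 0.0822 (SEM over genes, which are not independent replicates). Of the alternatives tried, the length limit moved the difference between WT-Topot and WT-Veh most, to −1.21 with a limit of 200 kb.

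**Figure D1:**
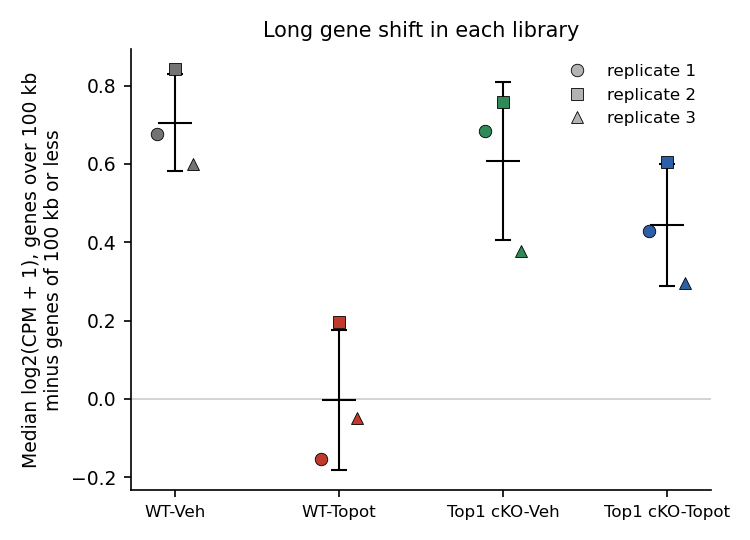
Long gene shift of each of the 12 libraries by group: the median log2(CPM + 1) of genes over 100 kb minus that of genes of 100 kb or less. Each point is 1 library, with a marker for its replicate number, horizontal lines are group means and bars are ± SD (n = 3). The WT-Topot libraries, between −0.15 and 0.20, lie below all others.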

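In Top1 cKO-Veh cells the long gene shift was 0.61 ± 0.202 (SD, n = 3), a difference of −0.10 from WT-Veh cells that was within the spread between libraries (exact permutation test, two-sided, p = 0.7). The direction rested on 1 library, since without Top1 cKO-Veh replicate 3 the difference was 0.02. A length limit of 200 kb gave a difference of −0.25, more than the larger SD of 0.203 (exact permutation test, two-sided, p = 0.2). Paired by replicate number, the differences lay between −0.36 and −0.10 at 200 kb, and between −0.22 and 0.01 at 100 kb. The 200 longest genes fell more than genes over 100 kb as a whole, with a mean log2 fold change of −0.55 ± 0.0411 (SEM over genes). Of the genes over 100 kb, 54.0% had a negative log2 fold change, against 49.6% of the shorter genes. Compared directly with Top1 cKO-Veh cells, WT-Topot cells had a long gene shift that was lower by more than the larger SD (difference −0.61), with no overlap between the 3 libraries of each group (exact permutation test, two-sided, p = 0.1).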

Vehicle-treated *Top1* cKO (*Top1* cKO-Veh) cells also exhibited global reductions in the expression of long genes compared to WT-Veh cells (Fig 2B), although the effect size was attenuated when compared to topotecan-treated cells (Fig 2B). Topotecan treatment did not further alter the expression of long genes in *Top1* cKO cells (*Top1* cKO-Topot; Fig 2B), suggesting the transcriptional effects of topotecan depend on *Top1* and are thus molecularly on-target.

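Top1 cKO-Topot cells had a long gene shift of 0.44 ± 0.156 (SD, n = 3), and the difference from Top1 cKO-Veh cells, −0.16, was within the spread between libraries (exact permutation test, two-sided, p = 0.3). Paired by replicate number, all 3 differences were negative, between −0.25 and −0.08 (exact sign-flip test, p = 0.25, the smallest p that 3 pairs allow). At a length limit of 200 kb the difference was −0.36, more than the larger SD of 0.203 (exact permutation test, two-sided, p = 0.2). The 200 longest genes had a mean log2 fold change of −0.73 ± 0.0427 (SEM over genes) with topotecan in Top1 cKO cells. Of the 359 genes over 100 kb that were lower in WT-Topot cells, 140 were lower and 0 were higher in Top1 cKO-Topot than in Top1 cKO-Veh cells with the replicate number as a block. Without the block, the 2 genes that passed an FDR of 0.01 were Cadm2 (chromosome 16, 66655666 to 67621153, 965 kb), with a log2 fold change of −2.19 (standard error 0.21, adjusted p = 3.47e-04), and Syt1 (chromosome 10, 107934706 to 108448038, 513 kb), with a log2 fold change of −1.34 (standard error 0.159, adjusted p = 0.00324), both from edgeR's quasi-likelihood test. Among the genes that filterByExpr keeps, their adjusted p values were 0.0256 and 0.0405, the highest over the alternatives, and that of Syt1 was 0.0177 without Top1 cKO-Topot replicate 2. Cadm2 fell from 337.2 ± 75.0 CPM (SD, n = 3) to 73.3 ± 16.2 CPM, and Syt1 from 1034 ± 185 CPM to 405 ± 16.8 CPM. The effect of topotecan on the long gene shift was smaller in Top1 cKO than in WT cells in each of the 3 replicate numbers, by 0.54 ± 0.0452 (SD, n = 3).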

**Fig 2:**
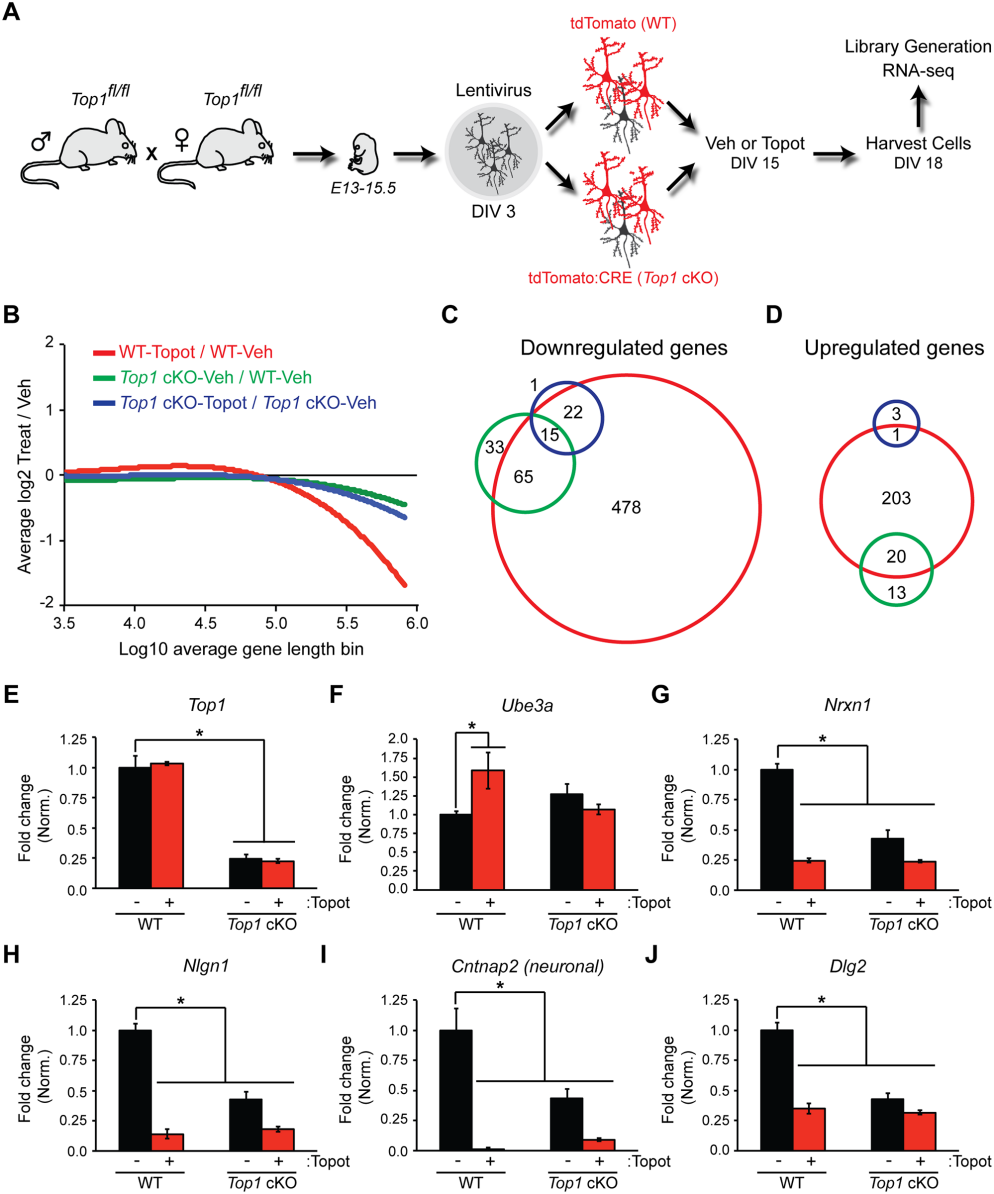
*Top1* deletion is necessary and sufficient for the expression of some long genes. (A) Schematic of the experimental setup used to assess changes in transcript levels following *Top1* deletion. (B) LOESS smoothing curve showing RNA-seq average log2 change in transcript levels in topotecan-treated WT (WT-Topot, red), vehicle-treated *Top1* cKO (*Top1* cKO-Veh, green), and topotecan-treated *Top1* cKO (*Top1* cKO-Topot, blue) cortical neuron cultures relative to vehicle-treated WT (WT-Veh) cells plotted in bins of 200 genes by length. (C) Venn diagram showing the number of significantly downregulated genes in topotecan-treated WT (WT-Topot, red), vehicle-treated *Top1* cKO (*Top1* cKO-Veh, green), and topotecan-treated *Top1* cKO (*Top1* cKO-Topot, blue) cortical neuron cultures relative to vehicle-treated WT (WT-Veh) cells. The FDR was set at a value of < 0.01. (D) Venn diagram showing the number of significantly upregulated genes. (E—J) Representative transcript level changes from RNA-seq analysis. Normalized RPKM values (relative to WT-Veh) in WT-Veh, WT-Topot, *Top1* cKO-Veh, and *Top1* cKO-Topot. Mean ± s.e.m., FDR < 0.1, n = 3 cultures.

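Relative to WT-Veh cells, 289 genes were lower and 113 were higher in Top1 cKO-Topot cells. In all 402 of these genes the 3 libraries of one group lay apart from the 3 of the other, as they did in 3635 of the 13693 genes with a mean of at least 1 CPM; chance gives 10%. Without WT-Veh replicate 3 the numbers rose to 580 and 321, without Top1 cKO-Topot replicate 2 they fell to 192 and 38, and without Top1 cKO-Topot replicate 3 the number of higher genes was 199. Relative to Top1 cKO-Veh cells, 2 genes were lower and 0 were higher in Top1 cKO-Topot cells, against 627 and 404 at an unadjusted p of 0.05. The block moved these counts most of the alternatives tried: with the replicate number as a block, 415 genes were lower and 205 higher than in Top1 cKO-Veh cells, and 961 lower and 799 higher than in WT-Veh cells. In the comparison with Top1 cKO-Veh cells, edgeR's exact test called 33 genes lower and 2 higher, and the DESeq2 Wald test 44 and 9. Leaving out single libraries also changed that comparison: without Top1 cKO-Veh replicate 3, 117 genes were lower and 15 higher, without Top1 cKO-Veh replicate 1, 33 and 10, without Top1 cKO-Topot replicate 3, 4 and 2, and without Top1 cKO-Topot replicate 2, 1 gene was lower.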

Relative to WT-Veh, we found multiple downregulated (Fig 2C) and upregulated (Fig 2D) genes (FDR of < 0.01) in WT-Topot, *Top1* cKO-Veh, and *Top1* cKO-Topot cortical neuron cultures. A total of 580 genes were significantly decreased in WT-Topot cells, whereas 113 genes were significantly decreased in *Top1* cKO-Veh cells. Eighty of these 113 genes were downregulated in both WT-Topot and *Top1* cKO-Veh cells (S1 Table). 

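At the same FDR, 488 genes were lower in WT-Topot cells and 30 were lower in Top1 cKO-Veh cells than in WT-Veh cells. At an unadjusted p of 0.05 the numbers were 1715 and 1152. Taking lower and higher genes together, the libraries of the 2 groups lay apart in 650 of the 651 genes called in WT-Topot cells and in all 41 called in Top1 cKO-Veh cells, against 3581 of 13763 and 2726 of 13671 genes with a mean of at least 1 CPM. Fitted with the replicate number as a block, 1195 genes were lower in WT-Topot and 706 in Top1 cKO-Veh cells. The number for Top1 cKO-Veh cells was 117 with the exact test and 160 with the Wald test, against 585 and 621 for WT-Topot cells. Single libraries moved the number for Top1 cKO-Veh cells, which was 7 without WT-Veh replicate 2, 11 without Top1 cKO-Veh replicate 2, 50 without WT-Veh replicate 1, 79 without WT-Veh replicate 3 and 85 without Top1 cKO-Veh replicate 1. In WT-Topot cells, 736 genes were lower without WT-Veh replicate 3. Among the genes with the largest falls in Top1 cKO-Veh cells, Slc7a3 (chromosome X, 98274549 to 98281359, 6.81 kb) went from 69.6 ± 14.1 CPM (SD, n = 3) to 5.27 ± 2.66 CPM, a log2 fold change of −3.67 (standard error 0.327, adjusted p = 1.67e-04). Hapln4 (chromosome 8, 72607428 to 72614761, 7.33 kb) went from 54.8 ± 7.49 CPM to 6.68 ± 3.79 CPM (log2 fold change −3.09, standard error 0.362, adjusted p = 0.00119, and from 4.09e-36 to 0.0196 over the alternatives, the highest among genes kept by filterByExpr).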

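Of the lower genes, 24 were shared by WT-Topot and Top1 cKO-Veh cells, 464 were lower only in WT-Topot cells and 6 only in Top1 cKO-Veh cells. The fit with the replicate number as a block had 405 shared, with 790 only in WT-Topot and 301 only in Top1 cKO-Veh cells, and with the exact test 80 were shared, with 505 and 37. The number shared was 6 without WT-Veh replicate 2, 9 without Top1 cKO-Veh replicate 2, 43 without WT-Veh replicate 1, 50 without Top1 cKO-Veh replicate 1 and 68 without WT-Veh replicate 3. Both comparisons use the same WT-Veh libraries, so their fold changes share chance values. In 20 simulations of unchanged groups against these libraries, the correlation of the log2 fold changes across genes was 0.519 on average (0.494 to 0.55), against 0.522 observed, the same sign was found for 67% of genes (66.3 to 67.9%), against 67.8% observed, and 0 genes were lower in both. Where only the effect of topotecan was simulated, the correlation was 0.27 (0.243 to 0.298), the same sign was found for 59.2% of genes (58.6 to 60%), and 60.5% (57.9 to 63.9%) of the genes lower in WT-Topot cells had a negative log2 fold change in Top1 cKO-Veh cells, with a median of −0.08 (−0.10 to −0.06). The observed share was 90.2% of the 488 genes, with a median of −0.53. These simulations had 784 genes lower in WT-Topot cells (752 to 812), so 2 smaller effects were simulated as well, chosen after seeing the data. With the effect multiplied by 0.8, which gave 505 lower genes, the correlation was 0.324 (0.305 to 0.35). The same-sign share was 60.7% (60.2 to 61.2%) and the negative share 61.9% (56.4 to 66.8%). With an effect in the called genes only, which gave 413 lower genes, the correlation was 0.371 (0.343 to 0.407). The same-sign share was then 66% (65.1 to 66.6%), near the 67.8% observed, and the negative share 53.8% (48.2 to 58.7%).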

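Gene Ontology annotation was not used here, so families of gene symbols were tested in its place, against genes with a mean of at least 1 CPM. Of 92 genes of cell adhesion families, 41 were lower in WT-Topot cells, which is 44.6% against 3.55% of all 13763 genes (Fisher's exact test, two-sided, odds ratio 23.8, adjusted p = 1.2e-34). In Top1 cKO-Veh cells, 4 of 92 were lower, 4.35% against 0.219% of 13671 genes (odds ratio 23.7, adjusted p = 6.13e-05). Cell adhesion genes are often long, and among genes over 100 kb, a background chosen after seeing the data, 38 of 57 were lower in WT-Topot cells (odds ratio 10.2, adjusted p = 5.76e-16) and 4 of 57 in Top1 cKO-Veh cells (odds ratio 21.0, adjusted p = 3.24e-04). Of 100 genes of neurotransmitter receptor and release families, 19 were lower in WT-Topot cells (Fisher's exact test, odds ratio 6.6, adjusted p = 3.64e-09) and 1 in Top1 cKO-Veh cells (odds ratio 4.72, p = 0.198). With the replicate number as a block, also chosen after seeing the data, 16 of these 100 were lower in Top1 cKO-Veh cells (Fisher's exact test, odds ratio 3.56, p = 5e-05). Whether the enrichment differs between the 2 comparisons was not tested.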

Based on Gene Ontology, downregulated genes in WT-Topot and *Top1* cKO-Veh cells were functionally annotated to common biological processes such as synaptic transmission and cell adhesion (S2 Table). There was no statistically identifiable functional annotation for *Top1* cKO-Topot cells in the downregulated gene set (S2 Table). We also looked at the expression of individual genes that were reduced in WT-Topot cells but not in *Top*1 cKO-Veh cells. 

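The names of the immediate early genes (IEGs) in S2 Fig are not in the paper's text, so a list of 26 IEGs was written from general knowledge. In WT-Topot cells 24 of the 26 had a negative log2 fold change, with a median of −1.35, and 15 passed an FDR of 0.01 over all genes (17 adjusted over the list alone; 18 lower and 1, Jun, higher with the replicate number as a block). In Top1 cKO-Veh cells the median was −0.23, with 19 of 26 negative, and 0 passed, either over all genes or adjusted over the list alone; 5 were lower and 1 was higher at an unadjusted p of 0.05, and with the block 5 were lower and 2 higher. As a set, IEGs were lower in WT-Topot cells by limma's camera test with a preset inter-gene correlation of 0.01 (adjusted p = 1.57e-22), and also by fry (0.0206), whereas camera with an estimated correlation gave 0.076. In WT-Topot relative to Top1 cKO-Veh cells their median was −1.12, and 11 were lower over all genes (14 adjusted over the list alone, 18 with the block). In Top1 cKO-Veh cells camera gave 0.302 (0.0642 with the block), and between 0.0104 without WT-Veh replicate 3 and 0.821 without Top1 cKO-Veh replicate 3. Fos (chromosome 12, 86814840 to 86818223, 3.38 kb) fell from 79.9 ± 39.4 CPM (SD, n = 3) in WT-Veh to 10.9 ± 3.21 CPM in WT-Topot cells, a log2 fold change of −2.86 (standard error 0.343, adjusted p = 1.93e-05), and was at 64.8 ± 28.9 CPM in Top1 cKO-Veh cells. Npas4 fell by 3.58 and Egr1 by 1.7 on the log2 scale in WT-Topot cells (adjusted p = 8.25e-05 and 6.35e-04). Arc fell by 1.61 (adjusted p = 0.00431), but its adjusted p was 0.0194 without WT-Veh replicate 2, 0.0108 without WT-Topot replicate 2 and 0.0236 under filterByExpr, the highest over the alternatives. Bdnf had a log2 fold change of −3.38 in WT-Topot (adjusted p = 8.18e-07) and of −1.14 in Top1 cKO-Veh cells (adjusted p = 0.131, and from 1.13e-15, with the block, to 0.515 over the alternatives).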

Strikingly, a large proportion of immediate early genes (IEGs) were decreased in WT-Topot but not in *Top1* cKO-Veh cells (S2 Fig). Moreover, relative to *Top1* cKO-Veh, we did not detect a decrease in IEG expression in *Top1* cKO-Topot cells, suggesting the change in IEG expression is *Top1*-dependent. These findings indicate that topotecan reduces expression of IEGs in a TOP1-dependent manner, and that deletion of TOP1 alone does not reduce expression of IEGs. Collectively, these data indicate that the transcriptional effects of topotecan are significantly greater than the effects of TOP1 deletion, consistent with the fact that topotecan generates TOP1cc’s and does not simply inhibit TOP1.

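With topotecan in Top1 cKO cells, the median log2 fold change of the 26 IEGs was 0.47, and 5 were negative. At an FDR of 0.01, 0 of them passed in either direction, over all genes or adjusted over the list alone, and at an unadjusted p of 0.05, 0 were lower and 10 higher. In the fit with the replicate block, 9 were higher and 0 lower. The camera test gave an adjusted p of 9.77e-09 for a rise (1.79e-08 with the block), which held neither under fry (0.595) nor with an estimated correlation (0.425). The difference between the effects of topotecan in Top1 cKO and WT cells, tested as an interaction on all 12 libraries, had a median of 1.95 over the list; 9 IEGs passed an FDR of 0.01 (16 adjusted over the list alone, 17 with the block). Camera's adjusted p for this interaction was 6.01e-27, and fry (0.00412) and the estimated correlation (0.0305) also called it. The median log2(CPM + 1) of the IEGs was 5.58 ± 0.425 (SD, n = 3) in WT-Veh, 3.96 ± 0.244 in WT-Topot, 5.81 ± 0.349 in Top1 cKO-Veh and 6.19 ± 0.236 in Top1 cKO-Topot cells.

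**Figure D2:**
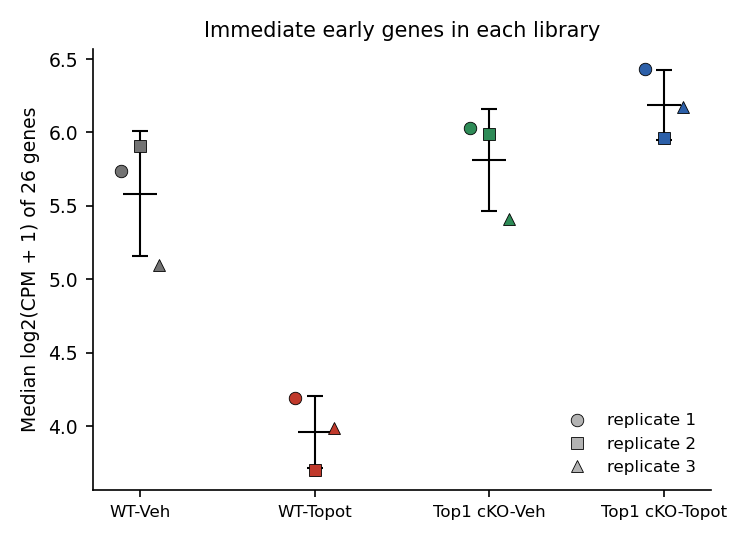
Median log2(CPM + 1) of 26 IEGs in each of the 12 libraries by group. Each point is 1 library, with a marker for its replicate number, horizontal lines are group means and bars are ± SD (n = 3). The WT-Topot group, at 3.96, lies below the other groups, at 5.58 to 6.19.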

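Compared directly, without the WT-Veh libraries, 295 genes were lower and 70 higher in WT-Topot than in Top1 cKO-Veh cells. The block by replicate number gave 1147 and 699, and with the exact test 431 and 184. Without Top1 cKO-Veh replicate 3, 652 were lower and 219 higher, without Top1 cKO-Veh replicate 2, 173 and 41, and without Top1 cKO-Veh replicate 1, 187 were higher; 188 were lower without WT-Topot replicate 1 and 187 without WT-Topot replicate 3. Ctnna2 (chromosome 6, 76831631 to 77929693, 1100 kb) was at 9.52 ± 4.21 CPM (SD, n = 3) in WT-Topot and 122.1 ± 15.4 CPM in Top1 cKO-Veh cells, a log2 fold change of −3.68 (standard error 0.28, adjusted p = 4.91e-06). In the interaction fit on all 12 libraries, 95 genes had a higher and 9 a lower log2 fold change with topotecan in Top1 cKO than in WT cells. Of the 95, 91 were lower in WT-Topot cells and 66 were over 100 kb. The median log2 fold change of the 95 with topotecan was −2.01 in WT and −0.11 in Top1 cKO cells. Selection by the interaction favours a large fall in WT and a small one in Top1 cKO cells. Over the 359 genes over 100 kb lower in WT-Topot cells, the median with topotecan in Top1 cKO cells was −0.42. Of the 9, 8 were higher in WT-Topot cells. With the block, 583 genes were higher and 365 lower in this interaction. The number higher was 48 without WT-Topot replicate 1, 50 without WT-Topot replicate 3, 51 without WT-Veh replicate 2, 63 without Top1 cKO-Veh replicate 2 and 50 without Top1 cKO-Topot replicate 1. From its data on long genes, downregulated genes and IEGs together, the paper concludes that the transcriptional effects of topotecan are greater than those of TOP1 deletion, and it relates this to the TOP1cc's that topotecan generates.

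**Figure D3:**
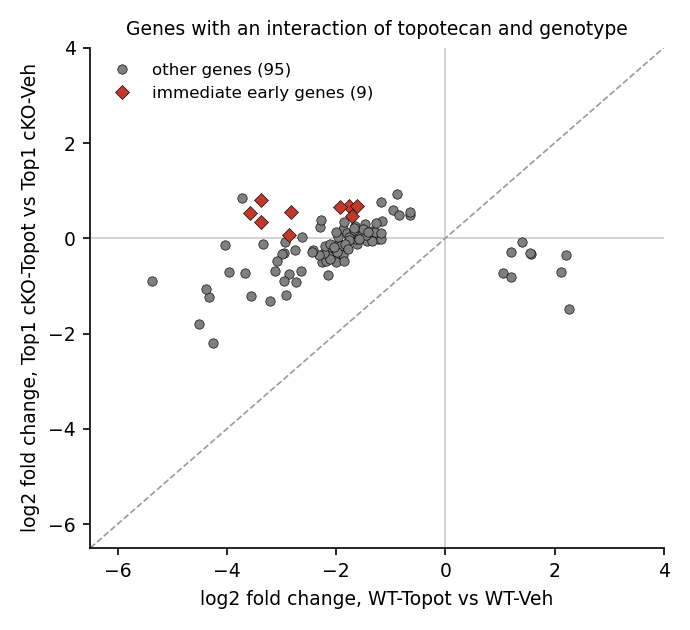
Log2 fold change with topotecan in Top1 cKO cells (vertical axis) against that in WT cells (horizontal axis) for the 104 genes whose effect of topotecan differed between the genotypes at an FDR of 0.01. Diamonds are the 9 IEGs, the other points are the other 95 genes, and the dashed line marks equal effects. Most points lie at negative values in WT cells and near 0 in Top1 cKO cells.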

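At an FDR of 0.01, 163 genes were higher in WT-Topot cells and 11 in Top1 cKO-Veh cells than in WT-Veh cells, 9 of them in both. At an unadjusted p of 0.05 the numbers were 1406 and 932. A fit with the replicate number as a block gave 775 and 622 higher genes, 232 of them in both, and the exact test gave 228 and 32, with 19 in both. Without WT-Veh replicate 3, 291 genes were higher in WT-Topot and 28 in Top1 cKO-Veh cells. The number for Top1 cKO-Veh cells was 1 without WT-Veh replicate 2, 2 without Top1 cKO-Veh replicate 2, 7 without WT-Veh replicate 1, 25 without Top1 cKO-Veh replicate 3 and 43 without Top1 cKO-Veh replicate 1. Among the largest rises in WT-Topot cells, Samd9l (chromosome 6, 3322257 to 3349571) went from 2.28 ± 0.841 CPM (SD, n = 3) to 19.0 ± 6.94 CPM, a log2 fold change of 3.03 (standard error 0.428, adjusted p = 1.14e-04). In Top1 cKO-Veh cells, Palmd (chromosome 3, 116621174 to 116671905) went from 7.51 ± 2.03 CPM to 33.8 ± 8.65 CPM, a log2 fold change of 2.18 (standard error 0.324, adjusted p = 0.00606, 0.0209 without WT-Veh replicate 2 and at most 0.023 over the alternatives).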

We found that 224 genes were upregulated in WT-Topot cells, whereas only 33 genes were upregulated in *Top1* cKO-Veh cells. Additionally, *Top1* cKO-Topot cells had a significant increase in 4 genes, of which 1 overlapped with WT-Topot cells (Fig 2D and S1 Table). 

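The 4 genes that S1 Table lists as higher in Top1 cKO-Topot cells are Nes, Cdkn1a, Phlda3 and Slc5a3. Relative to Top1 cKO-Veh cells their log2 fold changes were 1.29, 1.19, 1.05 and 1.01, with standard errors of 0.27, 0.235, 0.207 and 0.174. The adjusted p values from edgeR's quasi-likelihood test, in the same order, were 0.104, 0.0805, 0.0793 and 0.0382, so 0 of the 4 passed an FDR of 0.01 in this comparison. With the replicate number as a block, all 4 passed, with adjusted p values of 6.51e-18, 4.90e-27, 4.33e-14 and 1.02e-15. The calls also rested on single libraries: without Top1 cKO-Veh replicate 3 all 4 passed (0.00156, 0.00129, 0.00214 and 0.00194), as they did without Top1 cKO-Veh replicate 1 (1.46e-04, 8.57e-05, 0.00307 and 0.00357), and Nes also did without Top1 cKO-Topot replicate 3 (0.00231). The highest adjusted p over the alternatives was 0.382 for Nes, 0.307 for Cdkn1a, 0.365 for Phlda3 and 0.238 for Slc5a3. Relative to WT-Veh cells the log2 fold changes were 1.77, 1.17, 1.46 and 1.22, with standard errors of 0.273, 0.257, 0.263 and 0.21, and adjusted p values of 3.63e-04, 0.0109, 0.00193 and 0.00121 (quasi-likelihood test), so 3 of the 4 passed, and all 4 with the block (6.65e-11, 1.53e-06, 6.90e-10 and 1.76e-08). Among the genes filterByExpr keeps, 0 of the 4 passed in that comparison (0.0102, 0.0513, 0.0229 and 0.0102). Without Top1 cKO-Topot replicate 2, Nes (0.0102) and Slc5a3 (0.0126) did not pass, nor did Phlda3 without WT-Veh replicate 2 (0.0141). Cdkn1a passed without WT-Veh replicate 1 (3.14e-04), 2 (0.00448) or 3 (0.00118), and with the exact test (0.00897). It also passed without Top1 cKO-Topot replicate 2 (0.00877) or 3 (6.03e-04), and its highest value with 1 library left out was 0.0222. In CPM (mean ± SD, n = 3), from Top1 cKO-Veh to Top1 cKO-Topot cells Nes rose from 63.2 ± 15.7 to 152.9 ± 60.5, Cdkn1a from 222.9 ± 63.4 to 505.1 ± 156, Phlda3 from 83.9 ± 10.2 to 172.7 ± 46.6 and Slc5a3 from 102.7 ± 10.1 to 206.2 ± 30.9. With topotecan in WT cells the log2 fold changes were 1.22, 0.04, 0.65 and 0.27 in the same order. That of Nes passed (quasi-likelihood test, adjusted p = 0.00167), and that of Phlda3 did with the block (2.88e-04). The interactions of topotecan and Top1 deletion were 0.07, 1.14, 0.40 and 0.74 and did not pass without the block. With the block, those of Cdkn1a (1.15e-04) and Slc5a3 (0.00773) passed.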

Based on Gene Ontology, upregulated genes in WT-Topot cells were functionally annotated to axon guidance and cell motion processes where *Top1* cKO-Veh upregulated genes were functionally annotated to eye lens development (S3 Table).

As expected, *Top1* transcript levels were reduced in *Top1* cKO cells (Fig 2E). Moreover, we observed elevated expression of *Ube3a* in WT-Topot but not in *Top1* cKO-Veh cells (Fig 2F). 

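Top1 lies on chromosome 2 of mm9 from 160471624 to 160548500. Its transcript level was 134.8 ± 25.1 CPM (SD, n = 3) in WT-Veh, 133.1 ± 5.74 CPM in WT-Topot, 33.7 ± 9.01 CPM in Top1 cKO-Veh and 31.7 ± 5.08 CPM in Top1 cKO-Topot cells. The fall from WT-Veh was 75.0% in Top1 cKO-Veh and 76.5% in Top1 cKO-Topot cells. The log2 fold change in Top1 cKO-Veh relative to WT-Veh cells was −1.98 (standard error 0.233, adjusted p = 0.00119 from edgeR's quasi-likelihood test). Over the alternatives its adjusted p went from 2.51e-33, with the replicate number as a block, to 0.0143, among the genes that filterByExpr keeps, and it was 0.0104 without WT-Veh replicate 2. With topotecan, the log2 fold change was −0.01 in WT and −0.09 in Top1 cKO cells, smaller than its standard error of 0.188 in WT cells. The counts cover all exons of the gene, so transcripts that lack only the floxed exon would still be counted.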

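Ube3a lies on chromosome 7 of mm9 from 66484122 to 66562097. Its transcript level was 193.7 ± 15.1 CPM (SD, n = 3) in WT-Veh, 294.5 ± 83.0 CPM in WT-Topot, 255.5 ± 50.4 CPM in Top1 cKO-Veh and 215.4 ± 27.2 CPM in Top1 cKO-Topot cells. The log2 fold change was 0.61 (standard error 0.202, adjusted p = 0.114) in WT-Topot and 0.40 (standard error 0.184, adjusted p = 0.548) in Top1 cKO-Veh cells, both from edgeR's quasi-likelihood test. With the replicate number as a block the adjusted p was 2.77e-04 in WT-Topot and 0.0182 in Top1 cKO-Veh cells, and over the other alternatives it reached 0.471 and 1. Compared directly, the log2 fold change in WT-Topot relative to Top1 cKO-Veh cells was 0.20 (adjusted p = 0.885). With topotecan in Top1 cKO cells the log2 fold change was −0.24 (adjusted p = 1). The interaction of topotecan and Top1 deletion was −0.85 (standard error 0.279, adjusted p = 0.208), and 5.94e-04 with the block. The antisense transcript Ube3a-ATS overlaps Ube3a, and the paper's text does not state whether the counting used strand, so reads of both are not separated here.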

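The long synaptic adhesion genes Nlgn1, Cntnap2 and Dlg2, a list of 3 set after the data were seen, had a median log2 fold change of −2.86 in WT-Topot and −1.19 in Top1 cKO-Veh cells relative to WT-Veh cells, and of −1.16 in Top1 cKO-Topot relative to Top1 cKO-Veh cells. All 3 passed an FDR of 0.01 in WT-Topot cells. In WT-Topot relative to Top1 cKO-Veh cells the median was −1.64, and 2 of the 3 passed over all genes (2 adjusted over the list alone, 3 with the replicate number as a block). In Top1 cKO-Veh cells 1 passed over all genes, 2 adjusted over the list alone and 2 with the block, while with topotecan in Top1 cKO cells 0 passed over all genes, 2 adjusted over the list alone and 2 with the block, and 3 were lower at an unadjusted p of 0.05. The study reports these genes from the same libraries, and the list was set after the data were seen. The counts adjusted over the list alone are therefore not independent evidence. Nlgn1 (chromosome 3, 25330733 to 26032656, 702 kb) fell from 164.9 ± 18.2 CPM to 22.3 ± 10.7 CPM in WT-Topot (log2 fold change −2.86, standard error 0.263, adjusted p = 9.45e-07) and to 69.7 ± 17.4 CPM in Top1 cKO-Veh cells (log2 fold change −1.23, standard error 0.213, adjusted p = 0.0137). With the block, the adjusted p in Top1 cKO-Veh cells was 2.17e-16 for Nlgn1, and over the other alternatives it reached 0.0686. It was 0.00433 without WT-Veh replicate 3, 0.00877 without WT-Veh replicate 1 and 0.00292 without Top1 cKO-Veh replicate 1. Dlg2 (chromosome 7, 97650473 to 99595513, 1950 kb) had a log2 fold change of −1.58 (standard error 0.187, adjusted p = 1.59e-05) in WT-Topot and of −1.19 (standard error 0.183, adjusted p = 0.00694) in Top1 cKO-Veh cells, where the adjusted p was 0.0359 without WT-Veh replicate 2, 0.0162 without Top1 cKO-Veh replicate 2 and 0.0248 among genes kept by filterByExpr. Cntnap2 (chromosome 6, 45010060 to 47251368, 2240 kb) had 37, 33 and 13 counts in the 3 WT-Veh libraries and 0, 0 and 1 in the WT-Topot libraries, at least 10.3-fold lower, and 16, 21 and 7 counts in Top1 cKO-Veh (log2 fold change −1.16, standard error 0.404, adjusted p = 0.295).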

Several long synaptic adhesion genes were also downregulated in WT-Topot and *Top1* cKO-Veh cells (Fig 2G–2J), consistent with our previous findings [22]. Taken together, these data indicate that topotecan-treatment or TOP1 deletion reduces expression of a subset of long genes, which include extremely long synaptic adhesion genes.

### *Top1* Deletion Reduces Synaptic Adhesion Protein Levels

Previously, we found that topotecan downregulates synaptic proteins and dampens synaptic transmission [23]. Here we found that conditional deletion of *Top1* in cortical neuron cultures reduced the expression of synaptic adhesion proteins to a similar extent as in topotecan-treated WT cells (Fig 3A and 3B). Addition of topotecan to CRE-infected cells did not further decrease protein expression, indicating that *Top1* deletion occluded additional effects of topotecan on these synaptic adhesion proteins (Fig 3A and 3B). Using an independent genetic approach, we employed a *Top1*-specific lentiviral shRNA to reduce TOP1 (S3A and S3B Fig), which also reduced the expression of two long synaptic adhesion proteins, NEUREXIN-1 and NEUROLIGIN-1 (S3A and S3B Fig).

**Fig 3:**
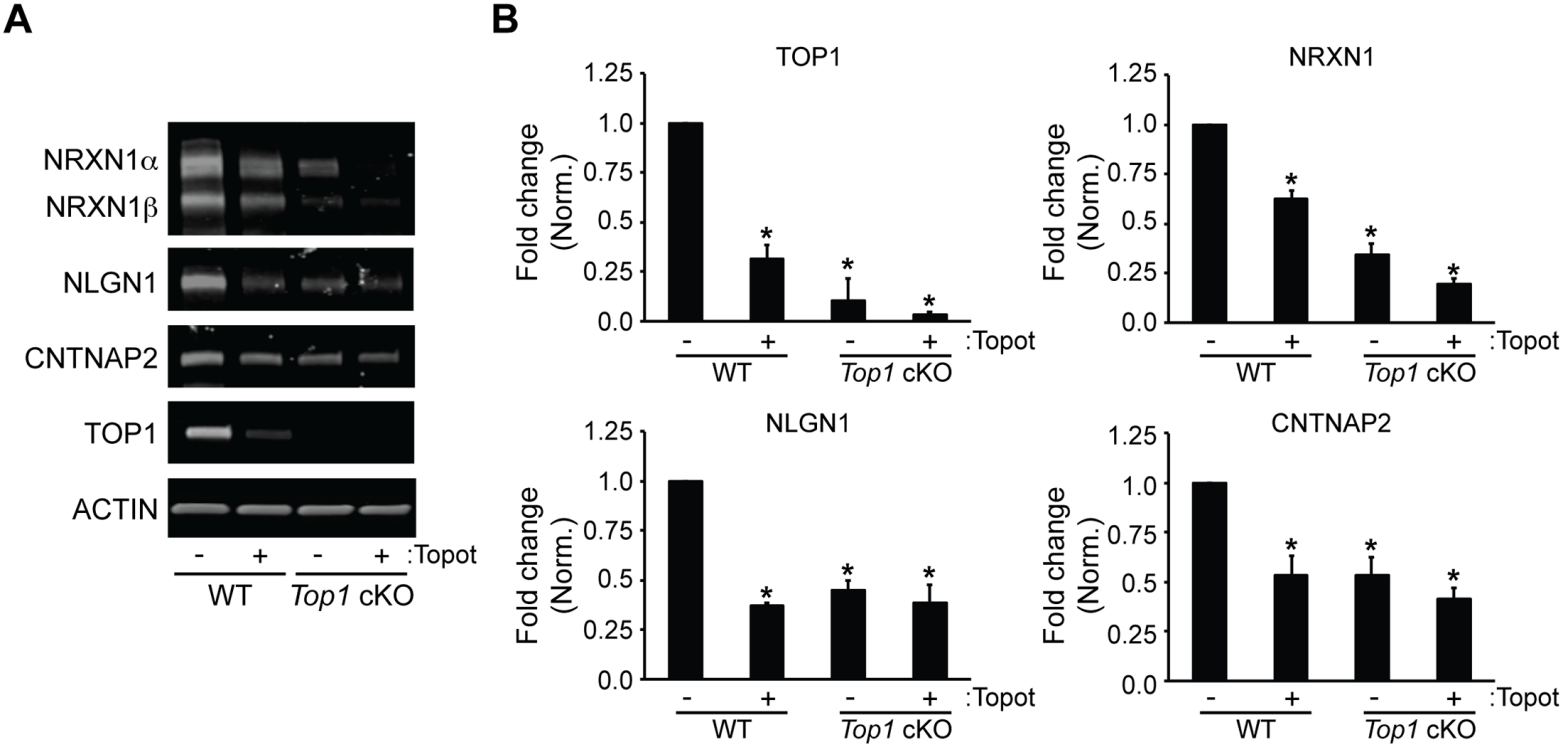
TOP1 deletion reduces synaptic adhesion protein levels. (A) *Top1*^*fl/fl*^ neuron cultures were infected with tdTomato (WT) or tdTomato-P2A-CRE (*Top1* cKO) lentivirus at DIV 3. Cells were then treated at DIV 15 with vehicle (DMSO) or 300 nM topotecan for 72 hours. Shown are representative immunoblots with antibodies to NRXN1, NLGN1, CNTNAP2, TOP1, and ACTIN. (B) Quantification of fold change in TOP1, NRXN1, NLGN1, and CNTNAP2 protein expression normalized to ACTIN. Mean ± s.e.m., unpaired student’s t-test; * p < 0.05, n = 3 cultures.

### Topotecan, but Not *Top1* Deletion, Unsilences *Ube3a*

We next sought to determine if genetic reduction or deletion of *Top1* could unsilence *Ube3a* in neurons. First, we cultured cortical neurons lacking the maternal copy of *Ube3a*^*m-/p+*^ (AS) and transduced them with lentiviral *Top1* shRNA (S3C and S3D Fig). This manipulation reduced TOP1 protein levels but was not sufficient to unsilence *Ube3a*, as demonstrated by the lack of detectable paternal UBE3A protein (S3C and S3D Fig). TOP1 protein levels were reduced ~50% in these knockdown experiments, raising the possibility that residual levels of TOP1 might maintain *Ube3a-ATS* transcription and hence maintain repression of paternal *Ube3a*. To examine this possibility, we crossed *Top1* cKO mice with AS mice, prepared cortical neuron cultures, and transduced cells with either tdTomato control (WT) or CRE lentivirus to delete *Top1* (*Top1* cKO) (Fig 4A). Neurons were then treated with vehicle or topotecan to test for the ability to unsilence *Ube3a*. As expected, treatment of *AS*::*Top1*^*wt/fl*^ neurons with topotecan led to unsilencing of paternal *Ube3a* in WT and *Top1* heterozygous mutant neurons (Fig 4B). However, complete deletion of *Top1* did not significantly increase UBE3A levels in *AS*::*Top1*^*fl/fl*^ neurons (Fig 4C). Moreover, compared to WT neurons, *Top1* cKO neurons exhibited blunted *Ube3a* unsilencing after treatment with topotecan (Fig 4C).

**Fig 4:**
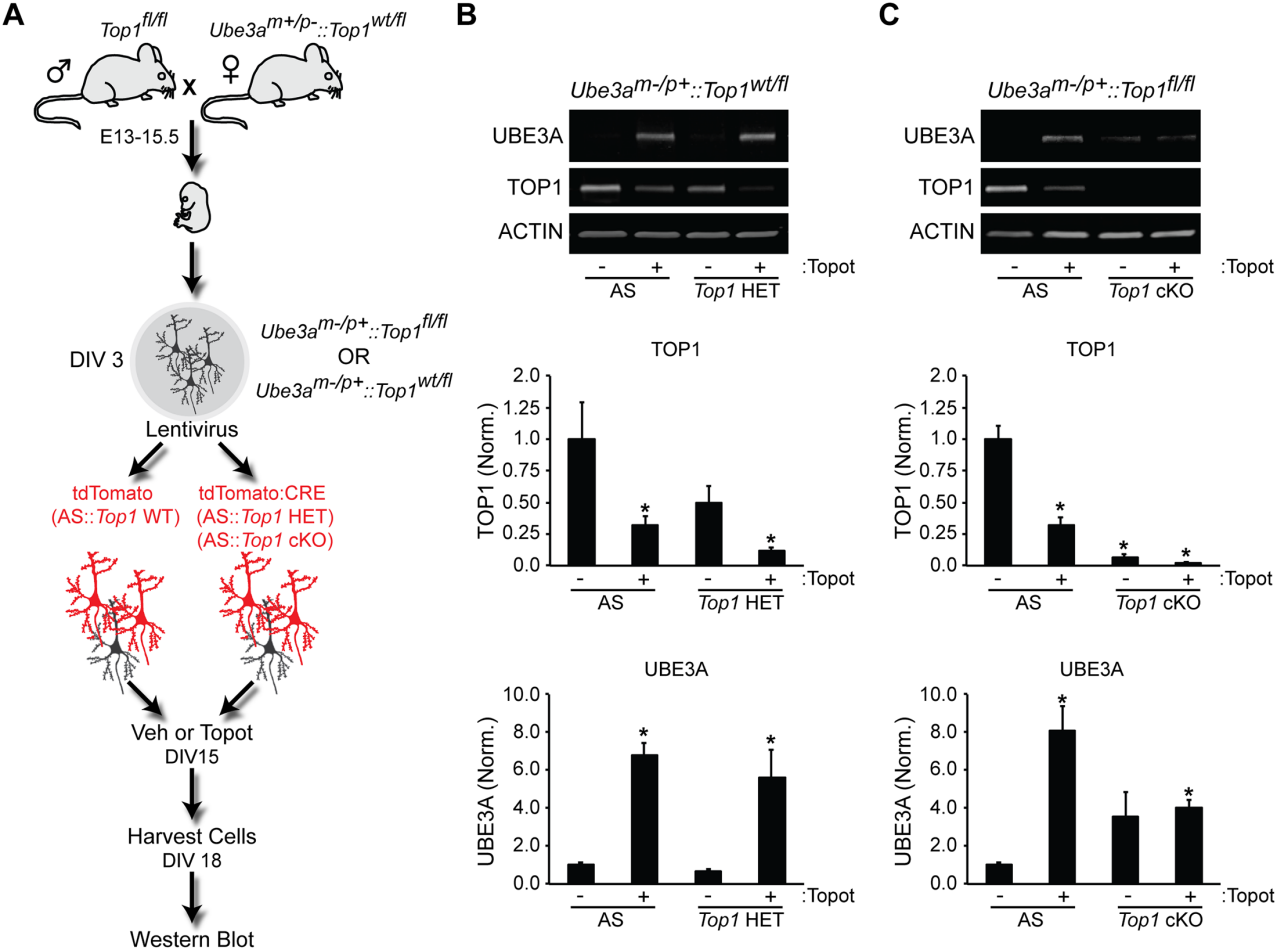
*Top1* deletion does not efficiently unsilence the paternal *Ube3a* allele. (A) Schematic of the experimental setup used to assess *Ube3a* unsilencing. (B,C) Representative immunoblots and quantification of indicated protein levels normalized to ACTIN in neurons from *Ube3a*^*m-/p+*^::*Top1*^*wt/fl*^ mice (B) or *Ube3a*^*m-/p+*^::*Top1*^*fl/fl*^ mice (C). Mean ± s.e.m., unpaired student’s t-test; * p < 0.05, n = 3–4 cultures.

To replicate our findings using a different genetic approach, we utilized the CRISPR-Cas9 system to delete *Top1* in wildtype (WT) and AS cortical neuron cultures. WT cells were transfected with Cas9 alone (control) or Cas9 with an sgRNA directed to *Top1*. We observed a near-complete loss of TOP1 using a sgRNA targeted to *Top1* relative to controls (Fig 5A and 5B, S4A Fig). Consistent with our *Top1* cKO studies above, *Top1* CRISPR-mediated deletion did not increase UBE3A expression (Fig 5A and 5B). In contrast, UBE3A levels were increased in topotecan-treated neurons (Fig 5A and 5B), but not in topotecan-treated *Top1* deficient neurons. To examine changes in paternal UBE3A expression, we transfected Cas9 and the sgRNA targeting *Top1* into AS neurons. Consistent with our *Top1* cKO studies above, CRISPR-mediated deletion of *Top1* was not sufficient to increase UBE3A in AS cortical neurons (Fig 5C and 5D). Moreover, the increase in paternal UBE3A expression in topotecan-treated AS neurons was attenuated in topotecan-treated *Top1* deficient neurons (Fig 5C and 5D).

**Fig 5:**
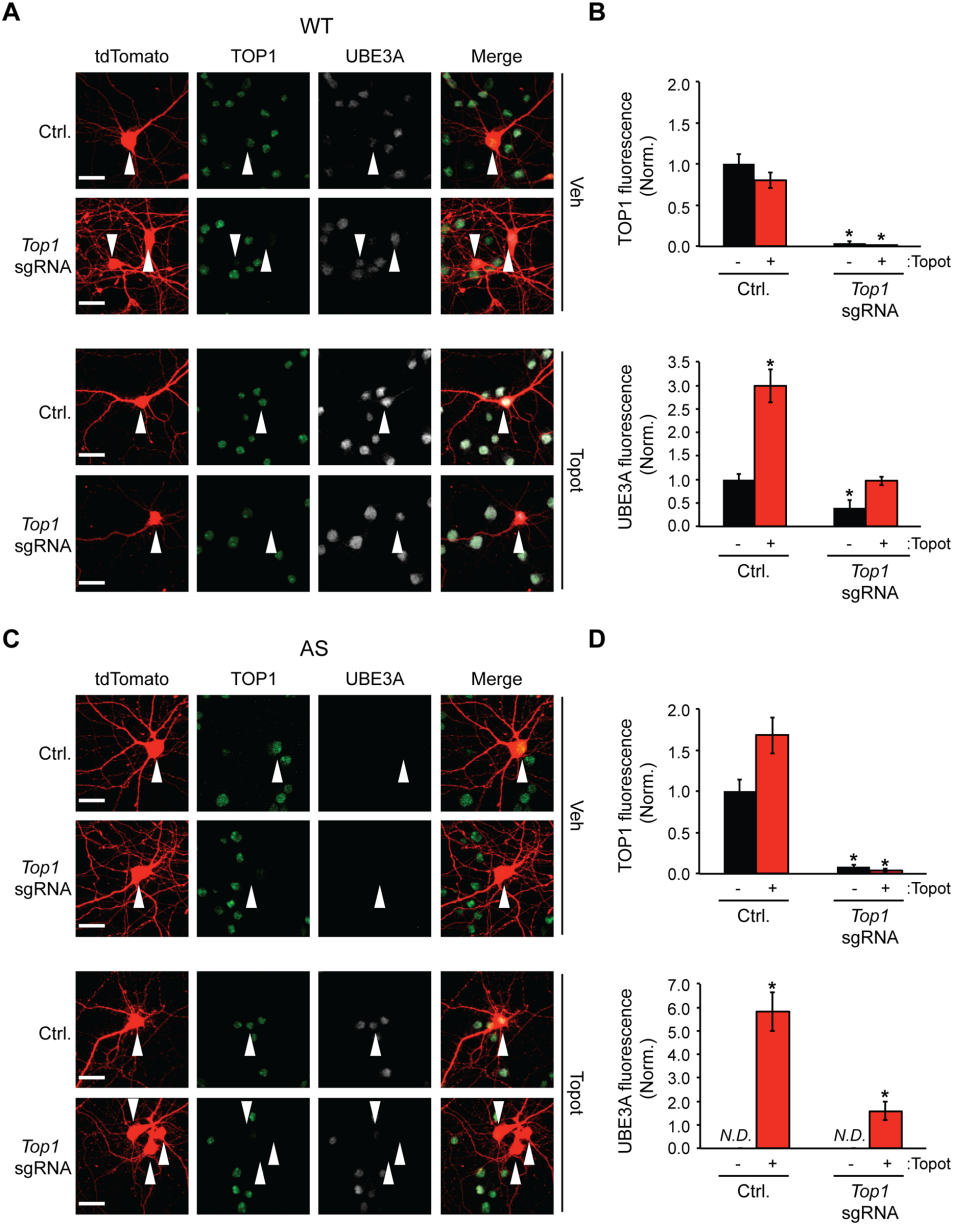
TOP1 is necessary but not sufficient to unsilence *Ube3a*. (A) WT cortical neuron cultures were transfected with tdTomato and Cas9 alone (Ctrl.) or Cas9 and a sgRNA directed to *Top1* at DIV 3. Neurons were then treated with vehicle (DMSO) or 300 nM topotecan for 72 hours. Scale bar, 20 μm. (B) Quantification of TOP1 (top) or UBE3A (bottom) fluorescence. Values were normalized to the fluorescence intensity of control neurons. Mean ± s.e.m., unpaired student’s t-test; * p < 0.05, n = 3 cultures. (C) *Ube3a*^*m-/p+*^ (AS) cortical neuron cultures were transfected with tdTomato and Cas9 alone (Ctrl.) or Cas9 and a sgRNA directed to *Top1* at DIV 3. Neurons were then treated with vehicle (DMSO) or 300 nM topotecan for 72 hours. Scale bar, 20 μm. (D) Quantification of TOP1 (top) or UBE3A (bottom) fluorescence. Values represent raw integrated density values divided by a value of 1000. Mean ± s.e.m., unpaired student’s t-test relative to vehicle-treated Ctrl.; * p < 0.05, n = 3 cultures. *N*.*D*. = Not detected.

### Formation of TOP1 Cleavage Complexes Unsilences *Ube3a*

Since deletion of *Top1* did not unsilence *Ube3a*, whereas topotecan (which forms TOP1cc’s) did unsilence *Ube3a*, we hypothesized that TOP1cc’s may be required to unsilence *Ube3a* in neurons. To test this hypothesis, we compared topotecan to a series of TOP1 catalytic inhibitors that inhibit TOP1 without forming TOP1cc’s (S5A Fig) [28,29]. As previously found [13], topotecan unsilenced the paternal *Ube3a-YFP allele* in *Ube3a*^*m+/pYFP*^ cortical cultures (S5B and S5C Fig). However, paternal *Ube3a-YFP* was not unsilenced after treating with four different TOP1 catalytic inhibitors, including CYB-L10 [29], over a range of doses (S5B and S5C Fig). CYB-L10 did significantly reduce expression of synaptic adhesion molecules in wildtype cells (S5D and S5E Fig), suggesting the drug can enter cells and reduce expression of genes that are affected by *Top1* deletion.

We further tested the importance of TOP1cc’s in the mechanism of *Ube3a* unsilencing by evaluating how a TOP1 cleavage complex mimetic (T718A) affected *Ube3a* expression. This TOP1 T718A point mutation slows the DNA religation rate of TOP1 and was previously used to address the functional relevance of TOP1cc’s [32,33]. In yeast, this point mutation is lethal [32], but we found that postmitotic cortical neurons tolerated expression for at least 7 days (S6A Fig). In cultured neurons, the TOP1 T718A mutant increased TOP1-DNA covalent complexes compared to GFP or WT TOP1 (S6A and S6B Fig). We co-transfected *AS*::*Top1*^*fl/fl*^ cortical neurons with CRE to selectively delete *Top1* and with plasmids expressing GFP, GFP-TOP1, or GFP-TOP1 T718A (Fig 6A) and then monitored changes in UBE3A protein levels. We found that overexpression of the T718A point mutation upregulated paternal UBE3A, whereas GFP and GFP-TOP1 alone had no effect (Fig 6A and 6B). Taken together, these data suggest that TOP1cc formation can unsilence the paternal copy of *Ube3a*.

**Fig 6:**
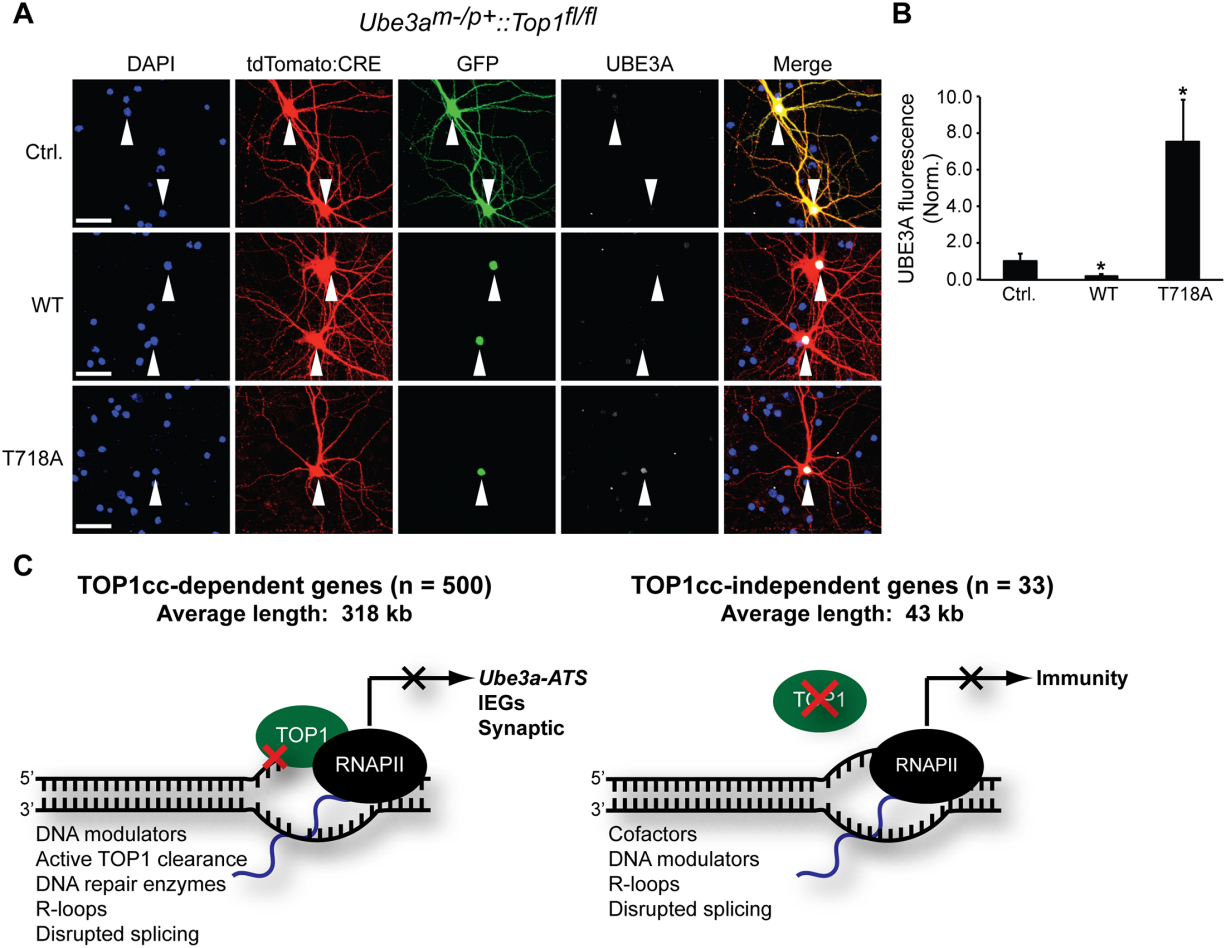
*Ube3a* unsilencing is TOP1cc-dependent. (A) *Ube3a*^*m-/p+*^::*Top1*^*fl/fl*^ (AS) cortical neuron cultures were transfected with tdTomato-P2A-CRE and GFP, GFP-TOP1, or the TOP1 cleavage complex mimetic GFP-TOP1 T718A at DIV 6. Cells were then fixed at DIV 13. (B) Quantification of UBE3A immunostaining. Values are normalized to UBE3A intensity in the GFP control. Mean ± s.e.m., unpaired student’s t-test; * p < 0.05, n = 5 culture sets. (C) Model depicting TOP1 regulation of gene transcription in neurons. Most genes (n = 500) that are downregulated following TOP1 disruption are TOP1cc-dependent and long (on average ~318 kb), while a minority of genes (n = 33) are TOP1cc-independent and short (on average ~43 kb). Expression of some genes (n = 80), are sensitive to TOP1cc-dependent or -independent mechanisms and are exceptionally long (on average ~444 kb). Listed are potential factors that may coordinate with TOP1 to allow for these distinct mechanisms of TOP1-dependent gene regulation.

## Discussion

Topoisomerases have been extensively studied in the cancer field [2,4], but their contribution to nervous system function is only beginning to emerge. Here, we created a *Top1* cKO mouse to elucidate the mechanisms governing TOP1-dependent gene regulation in postmitotic neurons. Surprisingly, we found that deletion of *Top1* results in down- and upregulation of only a fraction of genes compared to treatment with the TOP1 inhibitor, topotecan (Fig 2C and 2D). Topotecan does not further reduce transcript levels in *Top1* cKO neurons, suggesting that the transcriptional effects of topotecan are dependent on TOP1. We also found that genetic deletion of *Top1* reduced the expression of a subset of long genes, as has been demonstrated previously [22]; however the consequences of genetic deletion were smaller than the effects of topotecan treatment (Fig 2B). Like topotecan, *Top1* deletion decreased protein levels of synaptic adhesion molecules such as NEUREXIN-1, NEUROLIGIN-1, and CNTNAP2 [23], all of which are encoded by extremely long genes. However, unlike in topotecan-treated neurons, we found that *Top1* deletion was not sufficient to unsilence *Ube3a*, nor was it sufficient to decrease the expression of IEGs. Using TOP1 catalytic inhibitors that block TOP1 unwinding activity but do not create TOP1cc’s [28,29], we observed decreased expression of synaptic adhesion proteins but no *Ube3a* unsilencing, even at the highest doses tested. However, expression of a TOP1 cleavage complex mimetic (T718A) was sufficient to unsilence *Ube3a*. Taken together, our findings strongly indicate that TOP1cc’s contribute to repression of the *Ube3a-ATS*, and unsilencing of the paternal *Ube3a* allele in neurons, and may be critical for repression of a multitude of neuronal genes (Fig 6C).

Here we identified two mechanisms underlying TOP1-dependent dysregulation of gene expression in neurons (Fig 6C). 1) Expression of TOP1cc-dependent genes are affected following topotecan treatment but not changed following *Top1* knockout (Fig 6C, left). Most of these differentially expressed genes (n = ~500) require the formation of TOP1cc’s and are long (318 kb on average). 

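With the calls made here, genes lower only in WT-Topot cells had a mean length of 368 ± 15.7 kb (SEM, 454 genes with a length) and a median of 315.9 kb, and 349 of them were over 100 kb. The mean moved most with the replicate number as a block, a setting added for lengths after seeing the data, which gave 207.9 kb over 777 genes. Among the genes that filterByExpr keeps it was 421 kb. The mean lengths that S4 Table gives were used as a second source and put the same calls at 358 kb. For the 500 genes that S4 Table lists as TOP1cc-dependent, the paper's lengths average 318 kb and the annotation's 328 kb, over 490 genes.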

An analog of topotecan (camptothecin) likewise forms TOP1cc’s and reduces expression of numerous long genes in mammalian cell lines [24]. 2) Expression of TOP1cc-independent genes are affected in *Top1* cKO neurons but are not affected in WT neurons treated with topotecan (Fig 6C, right). These genes tend to be much smaller in size (~43 kb). Additionally, a third group of genes are sensitive to both of these mechanisms: TOP1 levels or TOP1cc’s. These genes are altered in *Top1* cKO neurons and in topotecan-treated WT neurons, and tend to be exceptionally long (~440 kb, 80 in total) (S4 Table). This gene list contains synaptic adhesion molecules such as *Nlgn1*, *Nrxn1*, and *Cntnap2*.

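The 6 genes called lower only in Top1 cKO-Veh cells had a mean length of 71.0 ± 48.4 kb (SEM), a median of 17.3 kb, and 1 of them was over 100 kb. The mean of the genes lower only in WT-Topot cells was longer than this (permutation test of the difference in mean, two-sided, p = 0.031, over 454 and 6 genes). With the exact test the class held 37 genes with a mean of 47.7 ± 9.14 kb. With the replicate number as a block its mean was 42.1 kb over 287 genes with a length (permutation test against genes lower only in WT-Topot, p = 1e-05, the smallest p that 100000 resamples give). For the 33 genes that S4 Table lists as TOP1cc-independent, the annotation gives a mean of 47.3 kb.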

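The 24 genes called lower in both WT-Topot and Top1 cKO-Veh cells had a mean length of 451 ± 137 kb (SEM) and a median of 58.1 kb, and 10 of the 24 were over 100 kb. Their mean did not differ from that of genes lower only in WT-Topot cells by more than chance (permutation test of the difference in mean, two-sided, p = 0.27). The result changed with the calls: with the replicate number as a block, the mean was 278 ± 18 kb over 395 genes, longer than the genes lower only in WT-Topot cells (permutation test, p = 7e-05), and among the genes that filterByExpr keeps, the class held 3 genes with a mean of 5.09 kb. With the exact test the mean was 425 ± 57.2 kb. For the 80 genes that S4 Table lists in this class, the annotation gives a mean of 437 kb, over 78 genes. Of the 24 genes, 7 were amino acid response genes, targets of the transcription factor ATF4, and so were the 3 kept by filterByExpr. The fall of these targets cannot be told apart from a state of the WT-Veh cultures alone. Without the 17 ATF4 targets among the 80 genes, the annotation's mean was 551.6 kb. That of the TOP1cc-dependent genes, without 5 such targets, was 331.0 kb.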

Using three different genetic approaches (conditional knockout, CRISPR-Cas9 deletion, shRNA knockdown), we found that *Top1* deletion does not significantly increase *Ube3a* expression (Figs 2F, 4C and 5, S3 Fig). In contrast, overexpression of TOP1 T718A, a mutant that stabilizes TOP1cc’s in neurons, did unsilence paternal *Ube3a* (Fig 6A and 6B). And, topotecan, an inhibitor that forms TOP1cc’s, unsilenced paternal *Ube3a*. Inhibitors that do not form TOP1cc’s, including CYB-L10, did not unsilence paternal *Ube3a*. These data strongly suggest TOP1cc formation, and not loss of TOP1, drives paternal *Ube3a* unsilencing. However, other mechanisms besides TOP1cc formation may promote reactivation of paternal *Ube3a*. For example, TOP2 inhibitors unsilence paternal UBE3A [13], although whether these inhibitors stabilize TOP1cc’s in neurons is unknown.

Additional mechanisms are known to participate in TOP1-dependent gene regulation. For example, TOP1 promotes efficient transcription by resolving DNA supercoiling, which minimizes R-loop (DNA:RNA hybrids) formation [4]. Deletion of *Top1* leads to R-loop formation and impairment of gene transcription [34]. TOP1 inhibitors that form cleavable complexes increase R-loops in neurons [35,36], and R-loop formation is implicated in unsilencing the paternal *Ube3a* allele [35]. One could envisage a model where excessive R-loops created by stalled TOP1cc’s shut down transcription in neurons. Whether more R-loops are formed following TOP1cc formation relative to *Top1* deletion is unknown. Although, given that *Top1* deletion did not unsilence *Ube3a*, our data suggest that any R-loops that are formed following *Top1* deletion may not be sufficient to fully block long gene transcription and *Ube3a-ATS*. TOP1cc’s may also be required to facilitate this downregulation.

Topoisomerase cleavage complexes can be converted into DNA double strand breaks and in some cases, serve as a mechanism to initiate transcription [37,38]. In neurons, inhibition of *Top2β* with etoposide increases the expression of IEGs by generating DNA double strand breaks and recruiting transcriptional coactivators [39]. In our present study, and in previous work [40], we found that topotecan decreased IEG expression in neuronal cultures. This is the opposite of what was observed following *Top2β* inhibition. Moreover, we found that deletion of *Top1* is not sufficient to decrease IEG expression, suggesting that the formation of TOP1cc’s downregulate IEG expression. Alternatively, decreased IEG expression might reflect an indirect consequence of reduced spontaneous neuronal activity, which occurs following topotecan treatment [23].

Intriguingly, the transcriptome of neurons is biased for longer genes relative to non-neuronal cell types [41–43], and this length bias is more pronounced in some brain regions like prefrontal cortex and amygdala over other regions [41]. Moreover, these long genes are involved in neurotransmission and synaptic function—processes that are uniquely important to neurons. Our findings raise the possibility that neurons might be particularly vulnerable to transcriptional deficits that originate from TOP1cc’s or TOP1 deletion.

Stalled TOP1cc’s can recruit factors that physically remove TOP1 from DNA [37,44–46]. These factors include ATM, a master DNA repair protein, and DNA-PK, which both regulate ubiquitin-dependent turnover of TOP1 [45,47]. In the absence of these two factors, TOP1cc’s accumulate in neurons. Misregulation of TOP1 has been observed in neurodegenerative disorders [45,48,49] and missense mutations and disruptions of genes that regulate TOP1 have been identified in individuals with autism spectrum disorders [22,50–52]. Thus, changes in TOP1cc’s and TOP1 levels could contribute to a multitude of neurological disorders.

## Supporting Information

S1 Fig Validation of *Top1* cKO. Cortical neurons were infected with tdTomato or tdTomato-P2A-CRE lentivirus at DIV 3 and then were harvested at DIV 7 and DIV 10. Representative immunoblots for rabbit anti-TOP1 and mouse anti-TOP1. ACTIN was used as a loading control. Molecular weight markers are shown on the right.
(TIF) Click here for additional data file.

S2 Fig Topotecan reduces expression of immediate early genes (IEGs) in a *Top1*-dependent manner but deletion of *Top1* alone is not sufficient to reduce expression of IEGs. (A—H) Quantification of transcript level changes from RNA-seq. Normalized RPKM values relative to WT-Veh. Mean ± s.e.m. FDR < 0.1, n = 3 cultures.
(TIF) Click here for additional data file.

S3 Fig TOP1 depletion by shRNA reduces synaptic adhesion protein expression but does not unsilence *Ube3a*. (A) Cortical neuron cultures were infected with scrambled (Scr) control or *Top1*-shRNA lentiviruses at DIV 3. Neurons were harvested at DIV 10. Representative immunoblots for NRXN1, NLGN1, UBE3A, TOP1, and ACTIN. (B) Quantification of fold change in protein expression normalized to ACTIN. Mean ± s.e.m., unpaired student’s t-test; * p < 0.05, n = 4 cultures. (C) *Ube3a*^*m-/p+*^ (AS) cortical neuron cultures were infected with either Scr control or *Top1*-shRNA at DIV 3. Neurons were harvested at DIV 10. Representative immunoblots for UBE3A, TOP1, and ACTIN. (D) Quantification of fold change in protein expression normalized to ACTIN. Mean ± s.e.m., unpaired student’s t-test; * p < 0.05, n = 3 cultures.
(TIF) Click here for additional data file.

S4 Fig Top1 deletion is not sufficient to unsilence *Ube3a*. (A) Zoomed in images of WT (top) and AS (bottom) cortical neuron cultures were transfected with tdTomato and Cas9 alone (Ctrl.) or Cas9 and a sgRNA directed to *Top1*. Scale bar, 10 μm.
(TIF) Click here for additional data file.

S5 Fig TOP1 catalytic inhibitors do not unsilence *Ube3a* but do reduce expression of synaptic adhesion proteins. (A) Structures of TOP1 catalytic inhibitors used to test *Ube3a* unsilencing. (B) *Ube3a*^*wt/YFP*^ cortical neuron cultures were treated with Vehicle (Veh), the catalytic TOP1 inhibitor CYB-L10, or topotecan at DIV 7 for 72 hours. Scale bar, 100 μm. (C) Dose response curve for UBE3A-YFP paternal unsilencing following treatment with topotecan, CY08C, CY13B, CYB-L01, or CYB-L10. (D) Cortical neuron cultures were treated with Vehicle (Veh), the catalytic TOP1 inhibitor CYB-L10, or topotecan at DIV 7 for 72 hours. Representative immunoblots for NRXN1, NLGN1, CNTNAP2, UBE3A, and ACTIN. (E) Quantification of fold change in protein expression normalized to ACTIN. Mean ± s.e.m., unpaired student’s t-test; * p < 0.05, n = 3.
(TIF) Click here for additional data file.

S6 Fig TOP1 T718A point mutation increases TOP1cc’s in primary cortical neurons. (A) WT cortical neuron cultures were transfected with tdTomato and GFP, GFP-TOP1, or the TOP1 cleavage complex mimetic GFP-TOP1 T718A at DIV 6. Cells were then fixed at DIV 13. TOP1cc intensity is shown using the Fire Lookup Table in FIJI. Scale bar, 50 μm. Zoomed inset scale bar, 10 μm. (B) Quantification of TOP1cc immunostaining. Mean ± s.e.m., unpaired student’s t-test; * p < 0.05, n = 9 cells per condition.
(TIF) Click here for additional data file.

S1 Table Fold change in transcript levels in WT-Topot, *Top1* cKO-Veh, and *Top1* cKO-Topot relative to WT-Veh cortical neuron cultures. Shown is a list of significant downregulated and upregulated genes in each condition along with raw RPKM values from each condition.
(XLSX) Click here for additional data file.

S2 Table Functional annotation of significant downregulated genes in each condition using DAVID analysis. (XLSX) Click here for additional data file.

S3 Table Functional annotation of significant upregulated genes in each condition using DAVID analysis. (XLSX) Click here for additional data file.

S4 Table List of Top1cc-dependent, Top1cc-independent, and Top1cc-dependent or -independent TOP1 downregulated genes and their functional annotations. Graph of average gene length of downregulated genes in the three classes listed above.
(XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

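RNA-seq libraries from 12 cortical neuron cultures were analysed, 3 in each of the groups WT-Veh, WT-Topot, Top1 cKO-Veh and Top1 cKO-Topot. Groups and replicate numbers were taken from the sample labels and the paper, which describes both genotypes as Top1fl/fl cultures infected with tdTomato or CRE lentivirus. The authors sequenced paired-end reads, filtered them with TagDust, aligned them to mm9 with TopHat at default parameters and removed reads on rRNA genes. They deposited a table of raw counts over RefSeq exons, aggregated by gene symbol, with no normalization or filter. The program that counted the reads, whether it used strand, the RefSeq release and the software versions are not named in the paper's text. Reads of overlapping genes, of genes on opposite strands and of near-identical copies may therefore be shared between symbols. The table holds 23893 genes, of which 5182 have no count in any library, and 13718 have a mean of at least 1 CPM. The 10 genes with the most counts took 2.25 to 2.61% of each library. No 2 libraries of a group were repeats of each other: the dispersion index of their counts was 6.44 to 10.9, where sampling noise gives 1. At 1730164 to 4583777 counts per library, 3 counts correspond to about 1 CPM, so a gene with at most 3 counts in each library of a group is given as a lower bound of its fold change.

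From the deposited counts, the following was computed. Library sizes were scaled by the TMM method of edgeR, and each comparison of 2 groups was fitted on its 6 libraries with edgeR's quasi-likelihood test (glmQLFit and glmQLFTest), without a filter on genes, since the average expression values and FDRs of S1 Table differ between comparisons in the way fits of 2 groups over all genes give. P-values were adjusted by the Benjamini-Hochberg method over all genes, with an FDR threshold of 0.01. The comparisons were WT-Topot, Top1 cKO-Veh and Top1 cKO-Topot each against WT-Veh, Top1 cKO-Topot against Top1 cKO-Veh, and WT-Topot against Top1 cKO-Veh. The interaction of topotecan and Top1 deletion was fitted on all 12 libraries. CPM values in the text are scaled to the TMM-adjusted library size, given as mean ± SD of 3 cultures, and log2 fold changes carry edgeR's standard error.

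The labels give every group replicate numbers 1 to 3, and whether these numbers pair the cultures was checked on the deviations of 13718 genes from their group means. The correlation was 0.253 to 0.47 over the 18 pairs of libraries with the same number and −0.368 to −0.0529 between different numbers. The 4 groups accounted for 43.6% of the variance and the replicate numbers for 30.2%. The pairing is thus taken from the labels' numbers and the values; neither the labels nor the paper's text say what a number stands for. The fit without the block is the first value given throughout, and the fit with the replicate number as a block is given where it changes a call.

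The tests were run on simulated counts first. Counts for the 23893 genes were drawn from the means and sizes of the real libraries, with 200 genes changed. The quasi-likelihood test recovered 70% of the changed genes with 9 false calls, and with simulated effects of the replicate number 39.5% without and 63% with the block. A simulated change of long genes of −0.6 was recovered as −0.565, and of 20 gene lists without a change, 1 had a camera p under 0.05.

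Gene length is the genomic span of the gene in the GENCODE vM1 annotation, on the assembly that mm9 names. Of the gene symbols, 21013 matched directly, 1051 through a RefSeq table of synonyms and identifiers, and 1829 did not match. The long gene shift of a library is the median log2(CPM + 1) of genes over 100 kb minus that of genes of 100 kb or less, over genes with a mean of at least 1 CPM, and groups were compared by exact permutation tests, for which 3 libraries against 3 allow no p under 0.1. Mean lengths of classes of genes were compared by permutation tests with 100000 resamples. Gene lists were tested with limma's camera, with a preset inter-gene correlation of 0.01, with fry and an estimated correlation beside it and Benjamini-Hochberg adjustment over the 13 lists of a comparison: IEGs, amino acid response (ATF4) genes, p53 target genes, 3 synaptic adhesion genes of the study (Nlgn1, Cntnap2 and Dlg2, a list set after the data were seen), genes of the imprinted Ube3a region, topoisomerases and TOP1cc repair genes, and markers of astrocytes, microglia, oligodendrocytes, endothelial and mural cells, interneurons, proliferation and short neuronal genes. The ATF4 list was prompted by genes that S4 Table gives as lower after deletion, and the p53 list by the 4 genes of S1 Table higher in Top1 cKO-Topot cells, of which 2 are in it. Symbol patterns for 2 families of genes were tested by Fisher's exact test. The overlap of comparisons that share WT-Veh libraries was set against 20 simulations of unchanged groups.

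The comparisons, the main tests, most alternatives and the rule for naming genes were fixed before the data were examined. Genes are named if they are among those the paper's RNA-seq results or S1 Table's list of higher genes in Top1 cKO-Topot cells name, if they are among the 5 with the largest log2 fold change in a direction of a comparison, if they are members of a tested list that passed, or if they are Fos, Arc, Egr1, Npas4, Bdnf, topoisomerases or genes of the Ube3a region. The text does not name every gene this rule selects; which of them it names was chosen after their values were seen, and Jun, Glul and Aldoc, which the rule does not select, were named after their values were seen. The alternatives were DESeq2's size factors in edgeR, the genes that filterByExpr keeps, edgeR's exact test, the DESeq2 Wald test, a fit of all 12 libraries, the replicate number as a block, an FDR of 0.1, each library left out in turn, length limits of 50 and 200 kb, a CPM minimum of 5 or none, a pseudocount of 0.1 and the lengths of S4 Table. Gene Ontology annotation was not used here. The pictures and values of the protein and imaging experiments were not analysed here. Software was R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and Python 3.11.15 with pandas 2.3.3, NumPy 2.4.6, SciPy 1.17.1 and matplotlib 3.10.9.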

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

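The tests of explanations in this part were chosen after the results were seen.

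The effect of topotecan differed between the genotypes for 95 genes with a higher and 9 with a lower log2 fold change in Top1 cKO than in WT cells, by the interaction test. Of 100 regroupings of the 12 libraries, 1, the real one, gave as many genes, both without and with the replicate number as a block. Other regroupings gave at most 2 genes without the block and 355 with it. The regroupings mixed all 4 groups, so the effects of topotecan and of deletion added to the residual variation. Few calls would follow with or without an interaction, so these shares do not decide. The number higher went from 48, without WT-Topot replicate 1, to 123 over the fits that each left out 1 library, and the number lower from 2 to 24, the latter without Top1 cKO-Topot replicate 2. The interaction test selected the 95 genes, which favours a large fall in WT and a small one in Top1 cKO cells. Of the 95, 66 are over 100 kb, and the median log2 fold change with topotecan was −2.01 in WT and −0.11 in Top1 cKO cells. A lower starting level in Top1 cKO-Veh cells does not account for this, since over all genes over 100 kb the long gene shift after topotecan was higher in Top1 cKO than in WT cells by 0.45, more than the larger SD of 0.179, and each Top1 cKO-Topot library lay above each WT-Topot library (exact permutation test, p = 0.1, the smallest possible). The rest of the fall in Top1 cKO cells was near the share of Top1 transcript left, but that share need not be a share of neurons. Top1 cKO-Veh cells held 24.8 ± 2.64% (SD, n = 3) of the Top1 transcript of WT-Veh cells, and over the 359 genes over 100 kb that were lower in WT-Topot cells the fall in Top1 cKO cells had a median of 25.2% of the fall in WT cells (quartiles 12.4 and 36.4%). A mixture with that share of cells predicts a median log2 fold change of −0.39 for these genes, and −0.42 was observed. By replicate number the summed fall was 33.0, 30.5 and 13.7% of that in WT cells, against 25.7, 26.9 and 21.9% of the Top1 transcript left. The transduction efficiency that the paper gives leaves a smaller share of neurons uninfected, and part of the transcript may come from other cells. The match in the medians therefore does not decide whether cells that kept TOP1 account for the long genes lower in Top1 cKO-Topot cells. They remain a possible cause. For the TOP1 protein left in the cultures, the paper gives uninfected neurons, non-neuronal cells or both as the most likely origin. The 359 genes were chosen by their fall in WT cells, which raises that fall and lowers the share. The Top1 share is an upper bound, since transcripts without the floxed exon would be counted, and an effect of topotecan that needs no TOP1 was not tested. For the 119 genes of 100 kb or less that were lower in WT-Topot cells the median was 2.35%, and a contribution of cells that kept TOP1 cannot be told apart from none, because the genes moved both ways and the summed shares by replicate number were 8.98, 15.6 and −28.0%.

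The 3 synaptic adhesion genes Nlgn1, Cntnap2 and Dlg2 had a median interaction of 1.7 (log2), in the same direction. Over all genes 0 of the 3 passed an FDR of 0.01, 3 passed adjusted over the list alone and 2 with the replicate number as a block, and 3 had an unadjusted p under 0.05. Camera gave an adjusted p of 9.14e-06, fry 0.00412 and the estimated correlation 0.0305. The counts and tests include Cntnap2, which is at the floor in both topotecan groups. It had 0, 0 and 1 counts in WT-Topot and 2, 3 and 3 in Top1 cKO-Topot cells. Both its fold changes with topotecan are bounds, so its interaction has no known size or direction. The study reports these genes from the same libraries, and the list was set after the data were seen. All 3 are over 100 kb, and no explanation was tested for them apart from those for long genes.

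IEGs differed between the genotypes in their effect of topotecan by a median of 1.95 (log2). They fell in WT cells and did not fall in Top1 cKO cells, although their median length is 5.48 kb. Relative to genes of the same length the median was 2.01, which argues against gene length, and among 10000 lists matched on mean expression the largest median was 0.43, which argues against low counts. The level in WT-Topot cells lay below that in Top1 cKO-Veh cells by a median log2 fold change of −1.12, so a lower starting level in Top1 cKO-Veh cells does not account for it. The real grouping was the 1 of 100 regroupings of the libraries with a median this far from 0. In WT cells alone 1 of the 10 splits of the 6 libraries, the real one, gave a median as far from 0, and in Top1 cKO cells alone 2 of 10 did. Under the block by replicate number the real split was 1 of 4 in both (1.35 against at most 0.66 in WT cells, 0.44 against at most 0.39 in Top1 cKO cells). Shares of 1 in 10 and 1 in 4 are the smallest possible, so the splits decide neither comparison. In WT cells 15 of 26 passed an FDR of 0.01 over all genes (camera adjusted p = 1.57e-22, fry 0.0206), and in Top1 cKO cells 0 passed without the block, where the median log2 CPM of the list went from 6.03, 5.99 and 5.41 to 6.43, 5.96 and 6.17 by replicate number. Cells that kept TOP1 would lower IEGs in Top1 cKO-Topot cells, whereas 9 of 26 were higher and 0 lower there with the replicate number as a block. As a hypothesis, found and tested on the same data, the difference between the genotypes may be biological, with TOP1cc's needed for the fall of IEGs. The paper gives an alternative, that the fall may follow indirectly from lower spontaneous activity of neurons after topotecan. None of the tests here bears on that alternative.

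Genes of the amino acid response, targets of the transcription factor ATF4 that the paper does not discuss, were lower in Top1 cKO-Veh than in WT-Veh cells by a median log2 fold change of −1.23 (−1.19 with the gene at the floor at its bound), with 40 of 40 negative. The list was prompted by genes of S4 Table. Over all genes 7 of the 40 passed an FDR of 0.01, 29 adjusted over the list alone, which is not independent evidence, and 30 with the replicate number as a block (camera adjusted p = 5.65e-65, fry 0.00863, estimated correlation 0.0264). In WT-Topot cells the median was −1.03 (−1.0 with 2 genes at their bound), with 16 passing, and in Top1 cKO-Topot cells −1.26 relative to WT-Veh cells (−1.22 with 2 genes at their bound), with 19 passing. Relative to genes of the same length the median in Top1 cKO-Veh cells was −1.20, and the largest median of 10000 lists matched on expression was 0.25, which argue against gene length and low counts. In each of the 3 comparisons 1 of 10 splits of the libraries, the real one, gave a median as far from 0, and 1 of 4 with the block, the smallest shares possible, so the splits alone do not decide. All 3 comparisons use the WT-Veh libraries, and between Top1 cKO-Topot and Top1 cKO-Veh cells, which do not, the median was −0.04. A state of the 3 WT-Veh cultures alone, such as their medium, therefore cannot be told apart from an effect of both treatments, because no other untreated control group exists here. The difference between the genotypes in the effect of topotecan, a median of 1.06 (2 genes passed, 11 adjusted over the list alone, 15 with the block; camera adjusted p = 1.92e-21), follows from the same low levels in all groups but WT-Veh, and 22 of 100 regroupings gave a median as far from 0.

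Targets of p53, which the paper does not discuss, were higher in Top1 cKO-Topot than in WT-Veh cells by a median log2 fold change of 0.75, with 4 of 25 passing an FDR of 0.01, 12 adjusted over the list alone and 13 with the replicate number as a block (camera adjusted p = 8.39e-10, fry 0.0372, estimated correlation 0.131). Relative to Top1 cKO-Veh cells the median was 0.44, and 0 passed, against 14 higher and 0 lower at an unadjusted p of 0.05, 7 adjusted over the list alone and 12 with the block. The list was prompted by the 4 genes of S1 Table, of which Cdkn1a and Phlda3 are in it. By replicate number the median log2 CPM of the list was 5.16, 5.02 and 4.72 in WT-Veh, 5.31, 5.17 and 4.96 in Top1 cKO-Veh and 5.62, 4.96 and 5.55 in Top1 cKO-Topot cells, so it was higher in replicates 1 and 3 and lower in replicate 2 in both comparisons. Without Cdkn1a and Phlda3, the summed rise with topotecan in Top1 cKO cells was 291, 94.5 and 325% of that in WT cells by replicate. Cells that kept TOP1 would give about 24.8% if their share were that of the Top1 transcript left. The largest median of 10000 lists matched on expression was 0.36, so low counts do not account for the rise. Of 10 splits of the libraries 1 gave a median as far from 0 in the comparison with Top1 cKO-Veh cells, and also 1 in that with WT-Veh cells, and with the block 1 of 4 in both (0.44 against at most 0.22, and 0.76 against at most 0.32). These are the smallest shares possible, so the splits alone do not decide. In WT cells the median with topotecan was 0.32, and the difference between the genotypes had a median of 0.31 (camera adjusted p = 0.332). A response to topotecan in both genotypes stays open as an untested explanation.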

How the results depend on the processing

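The 93 results were recomputed under 892 alternatives in all, 1 choice at a time, and where a result changed, the cause was not tested unless it is given. Tests of explanations, in the other parts, were chosen after the results were seen; of the alternatives here, the block for lengths, for the long gene shift and for families of genes and the background of genes over 100 kb were chosen after seeing the data.

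Of the results for single genes, 48 are those of genes named in the text. DESeq2's size factors changed 0 of 48. Among the genes filterByExpr keeps, 10 of 47 lost their call and 0 gained one. The exact test gave 3 of 46 a call, the Wald test 7 of 48 and the fit of all 12 libraries 0 of 46, and none of the 3 took a call away. Under the block by replicate number, 15 of 48 gained a call and 0 lost one, and the fold change of Egr1 in Top1 cKO-Veh cells, −0.03 without it, was 0.04. Over the fits that each left out 1 library, 8 results lost a call in at least 1 of them, 7 gained one and 5 changed direction. The 5 are small fold changes: Top1 from −0.12 to 0.15 with topotecan in WT cells (0.15 without WT-Veh replicate 2) and from −0.23 to 0.15 in Top1 cKO cells (0.15 without Top1 cKO-Veh replicate 2), Fos from −0.63 to 0.01 in Top1 cKO-Veh cells (0.01 without WT-Veh replicate 2) and from −0.25 to 0.32 with topotecan in Top1 cKO cells (−0.25 without Top1 cKO-Veh replicate 3), and Egr1 from −0.29 to 0.40 in Top1 cKO-Veh cells (0.40 without WT-Veh replicate 2).

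The rule for naming genes selects 118 further results that the text does not report. Of them, 25 of 101 lost their call among the genes filterByExpr keeps, 9 of 118 with the Wald test, 11 of 106 with the fit of all 12 libraries and 1 of 118 with DESeq2's size factors, 12 of 118 gained one with the block, and over the fits that left out 1 library 39 lost a call in at least 1, 6 gained one and 13 changed direction. A call was also gained by 1 result with DESeq2's size factors, 1 with the exact test and 3 with the Wald test. The direction changed for 1 result under each of the size factors, filterByExpr, the Wald test and the block. Abca8a, Sub1, Gstm7 and Nell1 are among the 118 because they were taken off the list of reported genes after their alternatives had been seen. Abca8a in WT-Topot cells lost its call among the genes filterByExpr keeps (adjusted p = 0.0121), with all 12 libraries (0.0162) and without WT-Topot replicate 2 (0.0115), and Sub1 in Top1 cKO-Veh cells among the genes filterByExpr keeps (0.0398) and without WT-Veh replicate 1 (0.0118), WT-Veh replicate 2 (0.0393) or Top1 cKO-Veh replicate 2 (0.0249), while Gstm7 and Nell1 kept theirs.

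The numbers of genes called depended on the processing more than single genes did. DESeq2's size factors moved none of the 13 numbers by over 1.5 times. With the replicate number as a block, which takes out variation shared by cultures of 1 number, all 13 rose. The numbers lower and higher were 1195 and 775 for WT-Topot against WT-Veh (488 and 163 without the block), 706 and 622 for Top1 cKO-Veh against WT-Veh (30 and 11), 415 and 205 for Top1 cKO-Topot against Top1 cKO-Veh (2 and 0), 961 and 799 for Top1 cKO-Topot against WT-Veh (289 and 113), 1147 and 699 for WT-Topot against Top1 cKO-Veh (295 and 70) and 365 and 583 for the interaction (9 and 95), with 405 in place of 24 lower in both WT-Topot and Top1 cKO-Veh cells. The block also changed 15 results for the named genes, a family of genes and tests of length given below, and camera's call for 5 lists: interneuron markers in WT-Topot (adjusted p 0.308 without and 0.00935 with the block), p53 targets in Top1 cKO-Veh (0.0508 and 0.0379), microglia markers in Top1 cKO-Topot against WT-Veh (0.021 and 0.0572) and in WT-Topot against Top1 cKO-Veh (0.0392 and 0.0661) and ATF4 genes in WT-Topot against Top1 cKO-Veh (0.0545 and 0.0477). At an FDR of 0.1 the same numbers were 929 and 502, 207 and 96, 38 and 6, 777 and 570, 741 and 385, 122 and 323, and 139. The Wald test moved those for Top1 cKO-Veh to 160 and 63, for Top1 cKO-Topot against Top1 cKO-Veh to 44 and 9, for WT-Topot against Top1 cKO-Veh to 466 and 163, for the interaction to 82 and 275, the number higher in Top1 cKO-Topot against WT-Veh to 205 and the number lower in both to 105. The exact test gave 117 and 32 for Top1 cKO-Veh, 33 and 2 for Top1 cKO-Topot against Top1 cKO-Veh, 184 higher in WT-Topot than in Top1 cKO-Veh and 80 lower in both; for the interaction it was not run, since it compares 2 groups. A fit of all 12 libraries gave 54 and 18 for Top1 cKO-Veh, 7 lower in Top1 cKO-Topot than in Top1 cKO-Veh and 38 lower in both. Among the genes filterByExpr keeps, 98 were higher in WT-Topot, 3 lower and 0 higher in Top1 cKO-Veh, 0 lower in Top1 cKO-Topot than in Top1 cKO-Veh, 44 higher in Top1 cKO-Topot than in WT-Veh, 40 higher in WT-Topot than in Top1 cKO-Veh, 58 higher in the interaction and 3 lower in both. Without the filter and at an unadjusted p of 0.05, 1152 genes were lower and 932 higher in Top1 cKO-Veh than in WT-Veh cells and 627 lower and 404 higher in Top1 cKO-Topot than in Top1 cKO-Veh cells.

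Leaving out 1 library at a time gave 423 to 736 genes lower and 110 to 291 higher in WT-Topot than in WT-Veh cells (736 and 291 without WT-Veh replicate 3). For Top1 cKO-Veh the ranges were 7 (without WT-Veh replicate 2) to 85 (without Top1 cKO-Veh replicate 1) and 1 to 43 (the same libraries). For Top1 cKO-Topot against Top1 cKO-Veh they were 1 (without Top1 cKO-Topot replicate 2) to 117 and 0 to 15 (117 and 15 without Top1 cKO-Veh replicate 3). Against WT-Veh, Top1 cKO-Topot gave 192 to 580 and 38 to 321 (192 and 38 without Top1 cKO-Topot replicate 2, 580 and 321 without WT-Veh replicate 3). WT-Topot against Top1 cKO-Veh gave 173 to 652 and 41 to 219 (173 and 41 without Top1 cKO-Veh replicate 2, 652 and 219 without Top1 cKO-Veh replicate 3), the interaction 2 to 24 and 48 to 123 (24 without Top1 cKO-Topot replicate 2, 48 without WT-Topot replicate 1), and the genes lower in both 6 to 68 (without WT-Veh replicates 2 and 3).

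Camera's calls for lists of genes rest on its preset correlation. With an estimated correlation, these adjusted p values passed 0.05: IEGs in WT-Topot against WT-Veh (0.076), in Top1 cKO-Topot against Top1 cKO-Veh (0.425) and in WT-Topot against Top1 cKO-Veh (0.247), ATF4 genes in WT-Topot (0.059), p53 targets with topotecan in Top1 cKO (0.147) and WT cells (0.419) and in Top1 cKO-Topot against WT-Veh (0.131), astrocyte markers with topotecan in WT (0.419) and Top1 cKO cells (0.446), and the synaptic adhesion genes in WT-Topot (0.0561), in Top1 cKO-Veh (0.132), with topotecan in Top1 cKO cells (0.166) and in WT-Topot against Top1 cKO-Veh (0.247). The same holds for 6 calls of marker lists by camera: astrocyte (camera 0.0331, estimated correlation 0.737, fry 0.554) and microglia markers (0.021, 0.737 and 0.239) in Top1 cKO-Topot against WT-Veh, astrocyte (4.40e-05, 0.43 and 0.281), interneuron (0.0187, 0.437 and 0.242) and microglia markers (0.0392, 0.271 and 0.133) in WT-Topot against Top1 cKO-Veh and oligodendrocyte markers with topotecan in Top1 cKO cells (0.00962, 0.41 and 0.562). Under fry, the other values over 0.05 were those of IEGs with topotecan in Top1 cKO cells (0.595) and in WT-Topot against Top1 cKO-Veh (0.0706), of p53 targets with topotecan in Top1 cKO (0.105) and WT cells (0.201), of astrocyte markers in WT (0.24) and Top1 cKO cells (0.603) and of synaptic adhesion genes with topotecan in Top1 cKO cells (0.105) and in WT-Topot against Top1 cKO-Veh (0.0706).

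Over the fits that left out 1 library, camera's adjusted p for IEGs in Top1 cKO-Veh cells went from 0.0104 (without WT-Veh replicate 3; 0.0263 without Top1 cKO-Veh replicate 1) to 0.821, and the direction turned to higher without WT-Veh replicate 2 (0.817) and Top1 cKO-Veh replicate 3 (0.821). For p53 targets with topotecan in WT cells it went from 0.00189 to 0.101 (0.0845 and 0.0985 without WT-Veh replicates 2 and 3, 0.101 without WT-Topot replicate 1), and for astrocyte markers in Top1 cKO cells from 3.31e-10 to 0.0983 (0.087 without Top1 cKO-Veh replicate 1, 0.0983 without Top1 cKO-Topot replicate 3). The calls held in the other tests for which libraries were left out. For IEGs the ranges were 1.47e-29 to 3.5e-17 in WT-Topot, 1.21e-14 to 0.013 with topotecan in Top1 cKO cells, 1.47e-34 to 7.75e-18 in WT-Topot against Top1 cKO-Veh and 3.03e-30 to 5.46e-23 for the interaction. For ATF4 genes they were 1.32e-29 to 8.59e-23 in WT-Topot, 6.83e-65 to 8.73e-52 in Top1 cKO-Veh, 7.51e-46 to 2.97e-37 in Top1 cKO-Topot against WT-Veh and 1.91e-23 to 5.16e-17 for the interaction. They were 5.39e-19 to 8.93e-10 for p53 targets with topotecan in Top1 cKO cells, 1.29e-12 to 3.83e-07 against WT-Veh, and 3.06e-08 to 0.00778 for astrocyte markers in WT cells. For synaptic adhesion genes they were 3.5e-17 to 1.28e-12 in WT-Topot, 3.59e-08 to 1.03e-05 in Top1 cKO-Veh, 3.82e-08 to 5.33e-05 with topotecan in Top1 cKO cells, 5.66e-06 to 7.7e-04 in WT-Topot against Top1 cKO-Veh and 6.1e-07 to 1.1e-04 for the interaction.

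The long gene shift moved with the length that counts as long. In WT-Topot relative to WT-Veh cells it was −0.71 at 100 kb, −0.41 at 50 kb and −1.21 at 200 kb, relative to Top1 cKO-Veh cells −0.61, −0.37 and −0.96, and the difference between the genotypes in the effect of topotecan 0.54, 0.32 and 0.85. In Top1 cKO-Topot relative to WT-Veh cells it was −0.26, −0.13 and −0.61, in Top1 cKO-Veh relative to WT-Veh cells −0.10, −0.04 and −0.25, and in Top1 cKO-Topot relative to Top1 cKO-Veh cells −0.16, −0.09 and −0.36. The last 2 were within the larger SD of 0.202 at 100 kb and over that of 0.203 at 200 kb (exact permutation tests, p = 0.2 for both at 200 kb). A CPM minimum of 5 or none and a pseudocount of 0.1 moved none of the 6 values by over 1 SD. Over the fits that left out 1 library it went from −0.81 to −0.63 in WT-Topot, −0.17 to 0.02 in Top1 cKO-Veh (0.02 without Top1 cKO-Veh replicate 3), −0.34 to −0.19 in Top1 cKO-Topot relative to WT-Veh, −0.28 to −0.09 relative to Top1 cKO-Veh, −0.72 to −0.53 in WT-Topot relative to Top1 cKO-Veh and 0.43 to 0.64 for the difference between the genotypes. Of the 6 values, that in Top1 cKO-Veh cells is the one whose direction rested on 1 library.

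The mean length of genes lower only in WT-Topot cells, 368 kb, was 332.1 kb with the exact test, 421 kb among genes filterByExpr keeps, 254.5 kb at an FDR of 0.1 and 207.9 kb with the block. Genes lower in both groups averaged 451 kb, 5.09 kb over 3 genes with filterByExpr, all of them ATF4 genes, and 278 kb with the block. By permutation test their length differed from that of genes lower only in WT-Topot cells with p = 0.27, and 7e-05 with the block, and from that of genes lower only in Top1 cKO-Veh cells with p = 0.16, and 1e-05 with the block. These changes follow from which genes are called, and with filterByExpr no gene was lower only in Top1 cKO-Veh cells, so that class has no mean there. The enrichment of neurotransmitter families in Top1 cKO-Veh cells (Fisher's exact test, odds ratio 4.72, p = 0.198) had an odds ratio of 3.56 and p = 5e-05 with the block.

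Depth limits the results for genes with few counts. At 1730164 to 4583777 counts per library, 3 counts are about 1 CPM, so that Cntnap2, with 13 to 37 counts in WT-Veh libraries, is at the floor in WT-Topot and Top1 cKO-Topot cells, where its fold change is a lower bound.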

Differences from the paper's values

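No test of a cause was made in this part beyond the overlap of gene lists, and the values below are set beside the paper's as they stand. An alternative is said to close a gap where its number lay within 1.5 times of the paper's, which need not mean the same genes.

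Of genes lower in Top1 cKO-Veh than in WT-Veh cells, the paper gives 113, and 30 were found here. Of the alternatives set before the data were examined, edgeR's exact test (117) and the DESeq2 Wald test (160) closed the gap, as did leaving out Top1 cKO-Veh replicate 1 (85) or WT-Veh replicate 3 (79). DESeq2's size factors (31), the genes filterByExpr keeps (3), a fit of all 12 libraries (54), the replicate number as a block (706) and an FDR of 0.1 (207) did not. Of genes lower in both WT-Topot and Top1 cKO-Veh cells, the paper gives 80, and 24 were found here. The exact test (80), the Wald test (105) and leaving out WT-Veh replicate 3 (68) closed this gap, and the size factors (25), filterByExpr (3), all 12 libraries (38), the block (405) and an FDR of 0.1 (139) did not. For genes higher in Top1 cKO-Veh cells the paper's number is 33, against 11 here. The exact test (32) and leaving out WT-Veh replicate 3 (28), Top1 cKO-Veh replicate 1 (43) or Top1 cKO-Veh replicate 3 (25) closed it, and the size factors (12), filterByExpr (0), the Wald test (63), all 12 libraries (18), the block (622) and an FDR of 0.1 (96) did not. Genes lower only in Top1 cKO-Veh cells number 33 in the paper's S4 Table and 6 here. The exact test gave 37, which closed the gap, while filterByExpr (0), an FDR of 0.1 (68) and the block (301, chosen for these classes after seeing the values) did not.

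For Top1 cKO-Topot cells, the paper's text gives 4 higher genes and its S1 Table 38 lower genes. The legends of the paper set these cells against WT-Veh cells and a sheet of S1 Table against Top1 cKO-Veh cells, so both comparisons were made. Against Top1 cKO-Veh cells, 0 genes were higher here, and 404 at an unadjusted p of 0.05. An FDR of 0.1 (6) closed this gap, and the size factors (0), filterByExpr (0), the exact test (2), the Wald test (9), all 12 libraries (0) and the block (205) did not. In the same comparison 2 genes were lower. The exact test (33), the Wald test (44), an FDR of 0.1 (38) and leaving out Top1 cKO-Veh replicate 1 (33) closed the gap to the paper's 38, and the size factors (2), filterByExpr (0), all 12 libraries (7) and the block (415) did not. Against WT-Veh cells, 113 genes were higher here where the paper's number is 4, and 289 lower where the paper's is 38. The exact test against Top1 cKO-Veh cells called 33 genes lower, 31 of them among the paper's 38. The paper's numbers may therefore be those of that comparison, and the gaps against WT-Veh cells would then set unlike comparisons side by side. None of the alternatives set before the data were examined closed these gaps: the number higher was 106 with the size factors, 44 with filterByExpr, 165 with the exact test, 205 with the Wald test, 124 with all 12 libraries, 799 with the block and 570 at an FDR of 0.1, and the number lower was 300, 205, 367, 414, 300, 961 and 777 in the same order.

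The lists of S1 Table hold 581 genes lower and 224 higher in WT-Topot cells, 114 and 33 in Top1 cKO-Veh cells and 38 and 4 in Top1 cKO-Topot cells. Of these, 484, 163, 30, 11, 2 and 0 were called here in the same order, with the exact test 559, 211, 104, 30, 31 and 1, and with the replicate number as a block 580, 224, 114, 33, 38 and 4. The Top1 cKO-Topot lists were set against calls relative to Top1 cKO-Veh cells. The exact test called 585 and 228 genes in WT-Topot and 117 and 32 in Top1 cKO-Veh cells. In size and members these lists were nearer to the paper's than those of the quasi-likelihood test. The choice of edgeR test may therefore account for the gaps in WT-Topot and Top1 cKO-Veh cells. The 4 genes higher in Top1 cKO-Topot cells all had an adjusted p under 0.01 with the Wald test (Nes 0.00508, Cdkn1a 0.00206, Phlda3 0.00251 and Slc5a3 1.13e-04), and Slc5a3 also with the exact test (0.00239). These values are relative to Top1 cKO-Veh cells; relative to WT-Veh cells 3 of the 4 passed here without an alternative (Nes 3.63e-04, Phlda3 0.00193 and Slc5a3 0.00121, Cdkn1a 0.0109).

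Some statements of the paper without a number also differ. The paper reports that topotecan left long genes in Top1 cKO cells without a further change. Here the difference in the long gene shift was −0.16, within the spread between libraries (exact permutation test, p = 0.3), and −0.36 at 200 kb, more than the larger SD of 0.203 (exact permutation test, p = 0.2), and 140 of the 359 genes over 100 kb lower in WT-Topot cells were lower with the block and 0 higher. The paper reports Ube3a as higher in WT-Topot cells, with the FDR of 0.1 its legend gives. Here the adjusted p was 0.114; it was 0.0834 with the Wald test and 2.77e-04 with the block, and 0.471 to 0.0141 when single libraries were left out. For Cntnap2, which the paper reports as lower in Top1 cKO-Veh cells, the adjusted p was 0.295, and 0.0127 with the block. For Nlgn1 in the same cells the adjusted p of 0.0137 passes the legend's 0.1 but not 0.01, and S1 Table's list of lower genes has it; at 0.01 the exact test (4.08e-04), the Wald test (4.53e-05) and the block (2.17e-16) called it, as did leaving out WT-Veh replicate 3 (0.00433), WT-Veh replicate 1 (0.00877) or Top1 cKO-Veh replicate 1 (0.00292).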

Other observations

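The tests in this part were chosen after the results were seen, apart from the comparisons and gene lists themselves.

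Astrocyte markers were lower with topotecan in both genotypes. Their median log2 fold change was −0.96 in WT cells, with 9 of 12 negative, and −0.77 in Top1 cKO cells, with 12 of 12 negative. Over all genes 3 passed an FDR of 0.01 in WT cells (6 adjusted over the list alone, 6 with the replicate number as a block) and 0 in Top1 cKO cells, where 6 were lower and 0 higher at an unadjusted p of 0.05 and 6 were lower with the block. Camera's adjusted p was 1.85e-04 and 3.61e-05, but fry (0.24 and 0.603) and the estimated correlation (0.419 and 0.446) called neither. In Top1 cKO cells camera's value rested on single libraries, with 0.087 without Top1 cKO-Veh replicate 1 and 0.0983 without Top1 cKO-Topot replicate 3. The most abundant markers went from 1530 to 583 CPM (Slc1a2), from 665 to 113 CPM (Gfap), from 562 to 195 CPM (Slc1a3) and from 549 to 418 CPM (Glul) in WT cells, and from 2060 to 1310, from 674 to 242, from 620 to 267 and from 523 to 450 CPM in Top1 cKO cells, while Aldoc went from 384 to 405 and from 473 to 455 CPM. Relative to genes of the same length the median in WT cells was −0.94, which argues against gene length. Fewer astrocytes would lower all markers alike only if no other cells in the cultures express them. The falls were unequal, with 10 of 12 markers over 2 standard errors from their common log2 fold change of −1.05. Expression in other cells was not measured, so the unequal falls do not decide whether there were fewer astrocytes. The summed fall in Top1 cKO cells was 80.3 ± 23.5% (SD, n = 3) of that in WT cells, above the 24.8% of the Top1 transcript left. CRE was expressed from the CaMKIIα promoter, which is not active in astrocytes, so a candidate explanation is that astrocytes kept TOP1 and responded in both genotypes. The cultures' cell types were not measured. Of the 10 splits, 3 of the WT libraries and 4 of the Top1 cKO libraries gave a median as far from 0, but these carry the variation between replicate numbers. The median log2 CPM of the markers in replicates 1, 2 and 3 was 8.56, 7.12 and 5.90 in WT-Veh and 6.66, 5.78 and 5.62 in WT-Topot cells, and 8.55, 6.89 and 5.74 in Top1 cKO-Veh and 6.82, 6.22 and 5.19 in Top1 cKO-Topot cells, lower with topotecan in each of the 6 pairs. Under the block by replicate number the real split was 1 of 4 in both genotypes (0.87 against at most 0.65 in WT cells, 0.76 against at most 0.37 in Top1 cKO cells), the smallest share possible, and camera's adjusted p was 1.57e-12 and 4.11e-11. The splits alone do not decide.

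The genes that were lower in WT-Topot cells were mostly negative in Top1 cKO-Veh cells as well. In simulations with an effect of topotecan of 3 sizes but none of deletion, at most 66.8% of the genes lower in WT-Topot cells were negative, which argues against chance values of the shared WT-Veh libraries as the whole cause of the 90.2% observed. The correlation of the log2 fold changes across all genes was 0.522. Unchanged groups gave a mean r of 0.519, and with an effect of topotecan the simulations gave at most 0.407. The simulated r thus depended on the effect put in, and the smaller effects were chosen after seeing the data. The r observed therefore does not decide whether the shared libraries are its whole cause. A state of the WT-Veh cultures that all replicates share was not simulated. Between the effects of topotecan in WT and in Top1 cKO cells, which share no libraries, r across genes was 0.221, and simulations gave −0.036 to 0.033.

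Other splits of the libraries give the scale for the numbers of genes called. For WT-Topot, Top1 cKO-Veh and Top1 cKO-Topot against WT-Veh, and for WT-Topot against Top1 cKO-Veh, 1 of the 10 splits of the 6 libraries, the real one, gave as many genes, and for Top1 cKO-Topot against Top1 cKO-Veh 4 of 10 did, where another split gave up to 10 genes. The libraries are paired by replicate number, and 4 of the 10 splits part all 3 pairs while the others part 1. Of the 4, 1, the real one, gave as many genes with the replicate number as a block in each of the 5 comparisons. Shares of 1 in 10 and 1 in 4 are the smallest these designs allow, so the splits alone do not decide.

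Genes near the targets of the study were checked as lists. Of 9 imprinted genes of the Ube3a region, the median log2 fold change was −0.21 in WT-Topot and 0.36 in Top1 cKO-Veh cells relative to WT-Veh cells and −0.08 with topotecan in Top1 cKO cells (camera adjusted p = 0.786 and 0.691 with topotecan in WT and Top1 cKO cells). Without a block 0 of the 9 passed an FDR of 0.01 in these comparisons, and with it 2 were lower and 2 higher in WT-Topot and 2 higher in Top1 cKO-Veh cells. For 8 topoisomerases and TOP1cc repair genes these medians were −0.02, 0.17 and 0.21 (0.62 and 0.973), and the block added 1 higher in WT-Topot cells and 1 lower with topotecan in Top1 cKO cells to the 1 lower in Top1 cKO-Veh cells without it. Markers of other cell types than astrocytes passed neither camera without a block with topotecan in WT cells nor fry in any of these comparisons: the median with topotecan in WT and Top1 cKO cells was 0.09 and −0.21 for microglia, 0.41 and 0.62 for oligodendrocytes (camera adjusted p = 0.00962 in Top1 cKO cells, fry 0.562), −0.63 and −0.77 for endothelial and mural cells, −0.64 and −0.08 for interneurons (camera adjusted p = 0.308 and fry 0.637 in WT cells, but camera 0.00935 with the replicate number as a block, when 6 of 12 were lower and 3 higher, against 1 and 1 without), −0.16 and 0.17 for proliferation and 0.00 and −0.06 for short neuronal genes. With genes at the floor held at their bounds, the medians of endothelial and mural markers were −0.11 and −0.27, and that of oligodendrocyte markers in Top1 cKO cells 0.39. Apart from interneuron markers in WT cells, 0 genes of these 6 lists passed with topotecan without the block, and with it 1 oligodendrocyte marker was lower and 1 higher and 3 short neuronal genes lower and 2 higher in WT cells, and 3 oligodendrocyte markers were higher, 1 endothelial or mural marker lower and 1 higher, and 1 interneuron marker and 1 short neuronal gene lower in Top1 cKO cells. Microglia markers had a median of −1.10 in Top1 cKO-Veh cells, which was −0.12 with 3 genes at their bounds (camera adjusted p = 0.0508, fry 0.462). Over all genes 0 passed, and 4 were lower at an unadjusted p of 0.05. Their median in Top1 cKO-Topot relative to WT-Veh cells was −1.83, and −1.15 with 3 genes at their bounds (camera 0.021, fry 0.239). In WT-Topot relative to Top1 cKO-Veh cells it was 1.03, and 0.71 with 4 genes at their bounds (camera 0.0392, fry 0.133).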
